# Reduction of lithium induced interstitial fibrosis on co-administration with amiloride

**DOI:** 10.1038/s41598-022-18825-1

**Published:** 2022-08-26

**Authors:** Paulomi M. Mehta, Gregory Gimenez, Robert J. Walker, Tania L. Slatter

**Keywords:** Chronic kidney disease, Interstitial disease, Renal fibrosis, Diseases, Nephrology, Pathogenesis

## Abstract

Long-term administration of lithium is associated with chronic interstitial fibrosis that is partially reduced with exposure to amiloride. We examined potential pathways of how amiloride may reduce interstitial fibrosis. Amiloride was administered to a rat model of lithium induced interstitial fibrosis over a long term (6 months), as well as for short terms of 14 and 28 days. Kidney cortical tissue was subjected to RNA sequencing and microRNA expression analysis. Gene expression changes of interest were confirmed using immunohistochemistry on kidney tissue. Pathways identified by RNA sequencing of kidney tissue were related to ‘promoting inflammation’ for lithium and ‘reducing inflammation’ for amiloride. Validation of candidate genes found amiloride reduced inflammatory components induced by lithium including NF-κB/p65^Ser536^ and activated pAKT^Ser473^, and increased p53 mediated regulatory function through increased p21 in damaged tubular epithelial cells. Amiloride also reduced the amount of *Notch1* positive PDGFrβ pericytes and infiltrating CD3 cells in the interstitium. Thus, amiloride attenuates a multitude of pro-inflammatory components induced by lithium. This suggests amiloride could be repurposed as a possible anti-inflammatory, anti-fibrotic agent to prevent or reduce the development of chronic interstitial fibrosis.

## Introduction

Long-term administration of lithium to treat mood disorders can cause nephrogenic diabetes insipidus (NDI) and chronic interstitial fibrosis with tubular atrophy^1^. Many aspects of chronic kidney fibrosis are mimicked in a rat model of lithium induced interstitial fibrosis where six months of lithium treatment results in progressive interstitial fibrosis, increased myofibroblasts, enhanced TGFβ1, along with cystic dilation of the cortical collecting ducts^2–4^.

Exposure to lithium has demonstrated increased phosphorylation (inhibition) of glycogen synthase kinase 3β (GSK3β), decreased phosphorylation of β-catenin with an increase in cyclin D1 and activation of the Akt pathway^5–8^. Using single tubule RNA Seq of microdissected rat cortical collecting ducts following 72 h of lithium exposure demonstrated overexpression of a number of intracellular pathways including ‘cell cycle signaling’, ‘NF-κB signaling’, ‘p53 signaling’, ‘Wnt signalling’ and ‘aldosterone up-regulated genes’^9^. However, the focus of these investigations was on the mechanisms of lithium induced NDI and not on pathways leading to chronic interstitial fibrosis.

Short-term animal models of lithium exposure have demonstrated the development of dilated distal tubules with principal cell proliferation, with subsequent reversal of the ratio of principal to intercalated cells^6,10,11^. The proliferating cells are characterized by cell cycle arrest in G2M phase^6–8^. We have previously shown that amiloride can reverse lithium induced NDI and reduce the degree of fibrosis as demonstrated by reduced collagen deposition and myofibroblasts and significantly reduced expression of TGFβ1 and CTGF (connective tissue growth factor)^3^. Of note, amiloride did not modify the dilated distal tubules and altered tubular cell morphology induced by lithium^3^.

Against this background, we examined the interactions between lithium and amiloride following short-term exposure (14 and 28 days) and long-term exposure (amiloride commenced after 1 month of lithium exposure for total of 5 months) on intracellular signaling pathways using RNA Seq followed by in situ based analyses. We demonstrate that amiloride attenuates a multitude of pro-inflammatory pathways induced by lithium, suggesting that amiloride has additional anti-fibrotic and anti-inflammatory properties in addition to its action blocking ENaC activity.

## Results

### Long-term amiloride co-administration reduces fibrosis and inflammatory gene sets

We previously showed that five months of co-administered amiloride therapy in an animal model of lithium induced CKD significantly reduced interstitial fibrosis^3^ (Fig. 1a,b). 

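Kidney cortex of the 6-month study gave 12 libraries, 4 each labelled control, lithium and lithium-amiloride. Amiloride was given for the last 5 months, and the labels give 60 mM lithium and 0.2 mM amiloride. The authors trimmed the reads with Cutadapt, aligned them with HISAT2 and counted them per Ensembl gene of Rnor 6.0 with featureCounts. The values used here are the deposited raw counts. Total counts were 21820133 to 23642740 (median 22490449) in the libraries labelled control, 22579658 to 25415685 (median 23486762) in those labelled lithium and 21245870 to 23209738 (median 22099277) in those labelled lithium-amiloride. The mean counts in the authors' deposited tables come back when the libraries labelled lithium 4 and lithium-amiloride 4 are left out, which leaves 4, 3 and 3. The labels and the authors' deposited tables name the groups differently. Log2 fold changes computed with the labels as they stand differ from those tables by a median of up to 0.958. The tables come back, to a median difference of at most 1.13e-07, under another naming of the groups. It takes the libraries labelled control as lithium, those labelled lithium as lithium-amiloride and those labelled lithium-amiloride as control. *Aqp2* (ENSRNOG00000054378), the water channel that lithium lowered at 14 and 28 days, stood at 19.5 to 33.7 CPM (TMM-normalized counts per 1000000) in the libraries labelled control and at 143 to 229 CPM in the 3 labelled lithium-amiloride. Values at 6 months are therefore given with both the label and the role in the authors' deposited tables. What the tables call lithium against control reads by the labels as control against lithium-amiloride. Genes were tested with the quasi-likelihood test of edgeR after TMM normalization in the 14532 genes that passed a filter on low counts. The thresholds were an adjusted p under 0.05 and a log2 fold change of at least 0.5 in either direction. Counts of members of a gene list given as adjusted over the list alone drop the fold threshold.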

Principal component analysis (PCA) on transformed RNA Seq data showed most samples clustered within their respective treatment groups, suggesting gene expression changes were treatment related (Fig. 1c,d). 

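The 6-month library labelled lithium-amiloride 4, which the paper left out because it did not cluster with its group, had *Foxi1* (ENSRNOG00000006293), a transcription factor of intercalated cells, at 59.8 CPM. The gene stood at 27.6 to 32.5 CPM in the other 3 of its label and 55.9 to 68.7 CPM in the libraries labelled control. In lithium-amiloride 4 *Aqp2* stood at 425 CPM. The library labelled lithium 4, also left out, had *Foxi1* at 54.3 CPM against 42.6 to 44.4 CPM in the other 3 and *Aqp2* at 87.9 CPM. The mean distance of lithium-amiloride 4 to the others of its label was 53, against 30 to 32.3 for them (500 most variable genes, variance-stabilized counts). Over these genes the libraries labelled lithium and lithium-amiloride, the lithium-amiloride and control groups of the authors' deposited tables, parted 59.5% of the variation with 3 each (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). They parted 33.9% with 4 each (exact permutation test, p = 0.0286). The libraries labelled control and lithium, the tables' lithium and lithium-amiloride, parted 33.6% with 4 and 3 (exact permutation test, p = 0.0286).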

Samples that did not cluster with the respective group were eliminated (Supplementary Fig. S1a).

**Figure 1:**
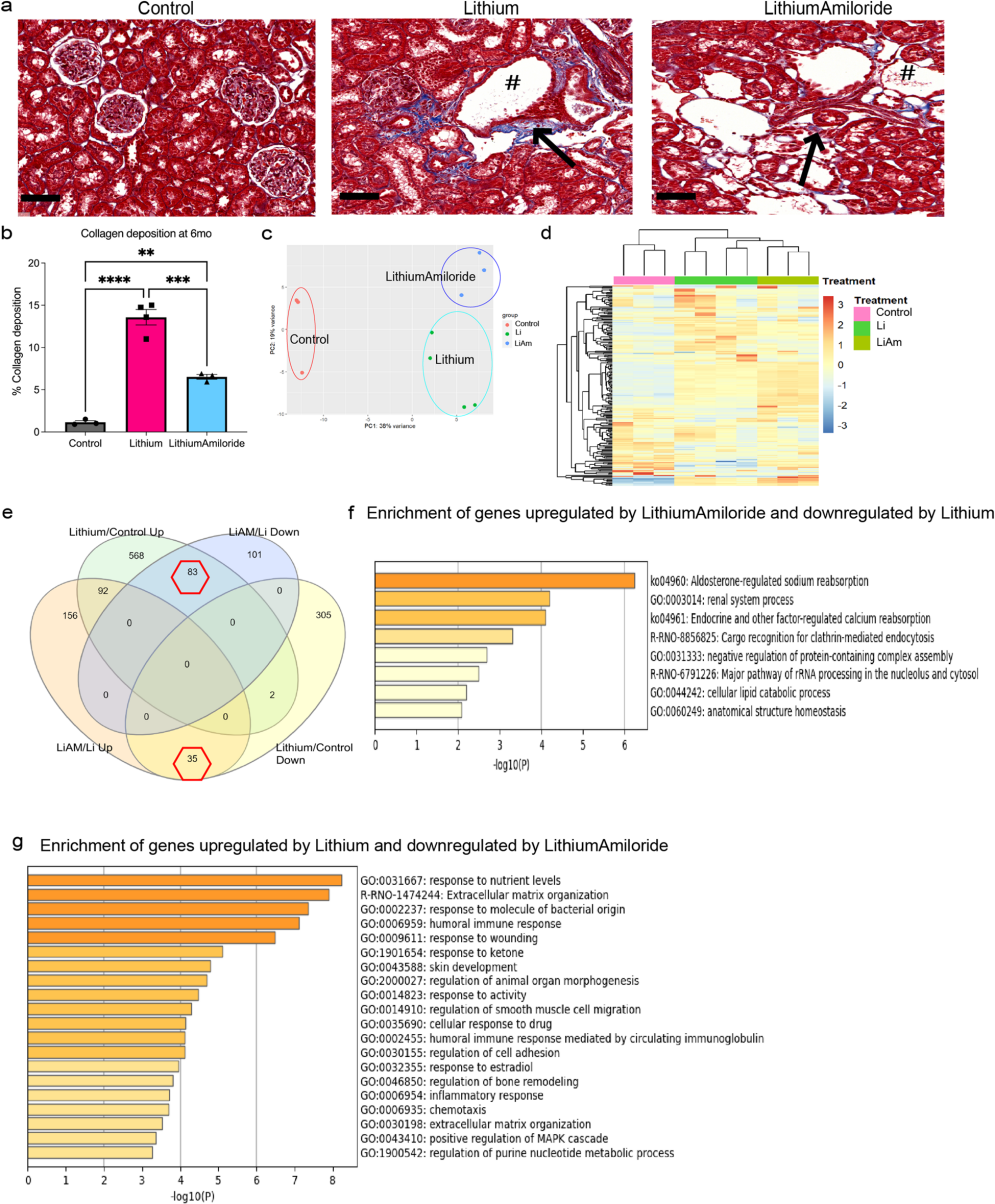
Amiloride exposure has distinct genetic changes with chronic lithium exposure. (**a**) Masson’s Trichrome staining of kidney tissue from control, lithium alone and Lithium and Amiloride treatments in the 6 month animal group. Arrows highlight regions with collagen (blue) deposition. # indicates dilated tubules. Scale bar 100 µm. (**b**) Quantification of collagen deposited. (**c**) Principal component analysis showing samples from the same group cluster together. Control (red), lithium alone (Li, green) and lithium and amiloride (LiAM, blue). (**d**) Top 200 most variable genes clustered samples into their distinct treatment. Shades of yellow–red indicate increased transcript abundances whereas shades of blue indicate decreases transcript abundances. (**e**) Venn diagram of transcripts increased or decreased with different comparison amongst treatment groups, also illustrating the number of common genes. (**f**) Enrichment of common genes increased by LithiumAmiloride and decreased by lithium. (**g**) Enrichment of common genes increased by Lithium and decreased by LithiumAmiloride. Significance **P < 0.01, ***P < 0.001, ****P < 0.0001. *ns* not significant. Data represented as mean ± sem.

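At 6 months 790 genes were higher and 305 lower in the libraries labelled control (n = 4) than in those labelled lithium-amiloride (n = 3), the lithium and control groups of the authors' deposited tables (edgeR). Of these *Krt19* (ENSRNOG00000014233), an epithelial keratin, stood at 59.2 ± 15.1 CPM (SD, n = 4) against 3.13 ± 1.23 CPM (SD, n = 3). That was a log2 fold change of 4.24 (standard error 0.32, adjusted p = 4.76e-05). The water channel *Aqp4* had 3.88 (standard error 0.36, adjusted p = 0.000137), the cell cycle inhibitor *Cdkn2b* 3.97 (standard error 0.28, adjusted p = 4e-05), and *Aqp2* -2.73 (standard error 0.19, adjusted p = 3.7e-05). The calcium-binding *Calb1* and the kallikrein *Klk1* fell by 2.57 and 2.78 on the log2 scale. Intercalated cell genes were higher in 11 of 16 (13 higher and 0 lower adjusted over the list alone, adjusted p = 1.68e-09 by camera and 0.15 with an estimated correlation), with the anion exchanger *Slc4a1* at 1.70 (standard error 0.23). With all 12 libraries 6 of them were. Against the same lithium group 202 genes were higher and 87 lower in the libraries labelled lithium (n = 3), the tables' lithium-amiloride group. Read by the labels, the first comparison is lithium-amiloride against control with the signs turned and the second is lithium against control. With all 12 libraries the first gave 427 and 234 genes and the second 91 and 20. Without 1 library they ran from 689 to 1102 and from 104 (without labelled lithium 2) to 615 (without labelled control 1) in all. For the second, with 289 genes, another of the 35 splits of its 7 libraries gave 422.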

Analysis of differentially expressed genes is given in Supplementary Dataset 1.

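*Lamb3* (ENSRNOG00000006025), a laminin chain of the basement membrane, and *Socs3*, a feedback inhibitor of cytokine signalling, were among the 6-month genes with opposite changes in the tables' lithium against control (labelled control, n = 4, against labelled lithium-amiloride, n = 3) and lithium-amiloride against lithium (labelled lithium, n = 3, against labelled control). *Lamb3* had a log2 fold change of 2.12 (standard error 0.22, adjusted p = 0.000284) in the first and -2.01 (standard error 0.22, adjusted p = 0.00135) in the second by edgeR. *Socs3* had 1.22 (standard error 0.30, adjusted p = 0.0204), a call lost without labelled lithium-amiloride 1 or 2 (adjusted p = 0.0659 to 0.0785), and -1.59 (standard error 0.31, adjusted p = 0.0226), a call lost without labelled control 3 or labelled lithium 1, 2 or 3 (adjusted p = 0.0586 to 0.0969). In the matrix and fibrosis list 10 of 25 rose in the first (9 with all 12 libraries, 11 higher and 0 lower adjusted over the list alone, adjusted p = 0.000155 by camera and 0.507 with an estimated correlation). Of the same list 4 fell in the second (2 with all 12 libraries, 0 higher and 15 lower adjusted over the list alone, adjusted p = 6.01e-13 by camera and 0.165 with an estimated correlation). Those that fell were *Lamb3*, the proteoglycan *Dcn* at -1.16 (standard error 0.16), *Lox*, which cross-links collagen, at -0.93 (standard error 0.17), and the protease inhibitor *Timp1* at -0.82 (standard error 0.14). With all 12 libraries *Lox* and *Timp1* did not pass (adjusted p = 0.104 and adjusted p = 0.119). In all, 47 genes rose in the first and fell in the second, against 4.73 expected of independent lists. With the shared lithium libraries divided between the comparisons there were 20 (1.76 expected). Another of the 35 splits of the libraries gave 146. Read by the labels, 168 genes rose with lithium and fell with lithium-amiloride against 11.6 expected, with 66 to 266 without 1 library and 72 with all 12. Over all 12 libraries in the tables' grouping the count was 14, and without 1 library it ran from 17 to 102.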

Overrepresentation analysis of common genes that were increased with Li/control but decreased in the LiAM/Li comparison (n = 83) were enriched in ‘response to nutrient levels’, ‘extracellular matrix organization’ and other ‘immune related pathways’ (Fig. 1e,f). 

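*Hsd11b2* (ENSRNOG00000017084), the enzyme that keeps glucocorticoids off the mineralocorticoid receptor, and the sodium channel subunits *Scnn1g* and *Scnn1b* fell and then rose at 6 months in the tables' lithium against control (labelled control, n = 4, against labelled lithium-amiloride, n = 3) and lithium-amiloride against lithium (labelled lithium, n = 3). *Hsd11b2* had a log2 fold change of -1.23 (standard error 0.15, adjusted p = 0.000586) and 1.83 (standard error 0.15, adjusted p = 0.000264) by edgeR, and *Scnn1g* -1.54 (standard error 0.20) and 1.74 (standard error 0.20). In the list of aldosterone-regulated sodium reabsorption 7 of 17 rose in the second comparison (10 higher and 2 lower adjusted over the list alone, adjusted p = 1.52e-13 by camera and 0.0531 with an estimated correlation). Among them was *Scnn1a* at 1.14 (standard error 0.11), and 5 rose with all 12 libraries. In the first comparison 3 fell and 1 rose. Principal cell genes rose in 7 of 11 in the second (adjusted p = 5.5e-24 by camera and 0.0453 with an estimated correlation). In the distal convoluted tubule and calcium list 2 of 13 rose (6 adjusted over the list alone, adjusted p = 0.000218 by camera and 0.179 with an estimated correlation). They included *Calb1* at 1.83 (standard error 0.18), and 1 rose with all 12 libraries. In all, 21 genes fell in the first and rose in the second, against 4.24 expected of independent lists. With the lithium libraries divided between the comparisons there were 10.5 (1.05 expected). Without 1 library the count of 21 ran from 11 to 43, and another of the 35 splits gave 62. By the labels the genes lower with lithium and higher with lithium-amiloride were 15, and 0 to 53 without 1 library.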

Not unexpectedly, pathways enriched in the ‘Aldosterone regulated sodium reabsorption’, ‘renal system processes’, and ‘endocrine and other factor-regulated calcium reabsorption’ were increased with LiAM/Li but decreased in the Li/Control comparison (n = 35) (Fig. 1e,g). In the LiAM/control comparison, ontologies overrepresented amongst decreased genes (n = 386) were enriched in ‘extracellular matrix organization’ and ‘response to nutrient levels’ amongst others and ontologies with increased genes in the same group (n = 838) were enriched in ‘epithelial cell differentiation’, ‘metal ion transport’, ‘aldosterone-regulated sodium reabsorption (Supplementary Dataset 2a).

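Against the 6-month libraries labelled lithium-amiloride (n = 3), the control group of the authors' deposited tables, those labelled lithium (n = 3), the tables' lithium-amiloride group, had 838 genes higher and 292 lower by edgeR. By the labels this is lithium-amiloride against lithium with the signs turned. *Ccn3* (ENSRNOG00000008697), a secreted matricellular protein, had a log2 fold change of 5.75 (standard error 0.38, adjusted p = 1.09e-05) and *Krt18*, an epithelial keratin, 4.12 (standard error 0.16, adjusted p = 7.41e-07). Genes of aldosterone-regulated sodium reabsorption rose in 6 of 17 and none fell (8 higher and 2 lower adjusted over the list alone, adjusted p = 0.142 by camera and 0.853 with an estimated correlation). Intercalated cell genes rose in 9 of 16 (adjusted p = 0.00016 by camera and 0.492 with an estimated correlation). With all 12 libraries 2 aldosterone genes and 2 intercalated cell genes rose (adjusted p = 0.181 by camera for the second list). In the matrix and fibrosis list 3 rose and 4 fell of 25 (adjusted p = 0.629 by camera and 0.98 with an estimated correlation), and 1 fell with all 12 libraries. *Cyp24a1* had -2.96 (standard error 0.54), and *Sfrp2*, a secreted modulator of Wnt signalling, -1.72 (standard error 0.34).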

Given that amiloride co-administration had reduced interstitial fibrosis, we focused on genes related to inflammation and fibrosis pathways, that were increased by lithium and decreased by amiloride. 

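In the tables' lithium against control at 6 months (labelled control, n = 4, against labelled lithium-amiloride, n = 3), *Tnc* (ENSRNOG00000058645), the matrix glycoprotein tenascin, rose with a log2 fold change of 2.57 (standard error 0.27, adjusted p = 0.000284) by edgeR. *Osmr*, the oncostatin M receptor, had 0.55 (standard error 0.17, adjusted p = 0.0488), and did not pass with all 12 libraries (adjusted p = 0.179). Tubular injury genes rose in 7 of 16 and 1 fell (10 higher and 2 lower adjusted over the list alone, adjusted p = 2.37e-09 by camera and 0.0394 with an estimated correlation), and 4 rose with all 12 libraries. Of the NF-κB list 3 of 23 rose (8 adjusted over the list alone, 1 with all 12 libraries, adjusted p = 0.00805 by camera and 0.507 with an estimated correlation). The chemokine *Ccl20* was at 2.88 (standard error 0.33). T cell genes rose in 3 of 17 (2 with all 12 libraries, adjusted p = 0.108 by camera and 0.664 with an estimated correlation). Macrophage genes rose in 1 of 14 (adjusted p = 0.106 by camera and 0.67 with an estimated correlation). *Cd3d*, a T cell receptor chain, had 0.73 (standard error 0.40, adjusted p = 0.234), which did not pass. Adipose markers rose in 1 of 4, with *Adipoq*, the fat hormone adiponectin, at 1.52 (standard error 0.17).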

Network plot of the differentially expressed genes from the Li/control demonstrate increased pro-inflammatory and pro-fibrotic genes (Supplementary Fig. S2a). In contrast the network plot of LiAM/Li comparison showed decreased expression of pro-fibrotic and inflammatory genes (Supplementary Fig. S2b).

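In the tables' lithium-amiloride against lithium at 6 months (labelled lithium, n = 3, against labelled control, n = 4), *Havcr1* (ENSRNOG00000007243), a marker of injured tubule cells, stood at 0.363 ± 0.186 CPM (SD, n = 3) against 8.89 ± 8.83 CPM (SD, n = 4). Its log2 fold change of -4.58 (standard error 0.88, adjusted p = 0.0226) by edgeR passed, a call lost without labelled lithium 1, 2 or 3 (adjusted p = 0.086 to 0.0986). *Cd69*, an activation marker of lymphocytes, had -1.83 (standard error 0.22, adjusted p = 0.00239). *Lcn2*, the injury marker lipocalin, had -1.69 (standard error 0.38), *Osmr* -0.75 (standard error 0.17) and complement *C4b* -1.33 (standard error 0.30). These 3 did not pass with all 12 libraries (adjusted p = 0.0568, 0.63 and 0.0673). The keratins ran the other way, *Krt19* at 1.21 (standard error 0.23) and *Krt18* at 1.05 (standard error 0.13), also not past the threshold with all 12 (adjusted p = 0.0512 and 0.117). The tubular injury list had 3 members higher and 3 lower of 16, with a median of -0.30 and a camera direction of up (adjusted p = 0.825). The NF-κB list had a median of -0.27 and 6 members lower adjusted over the list alone (adjusted p = 6.96e-05 by camera and 0.179 with an estimated correlation). The T cell list had a median of -0.45 (adjusted p = 0.0293 by camera and 0.538 with an estimated correlation). *Tgfb1* had -0.33 (standard error 0.14, adjusted p = 0.251). From the 2 network plots the paper states that pro-inflammatory and pro-fibrotic genes rose with lithium and fell with lithium-amiloride. From the results of the long-term exposure it proposes that amiloride is anti-inflammatory and anti-fibrotic.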

### Reduced fibrosis and inflammatory signatures with amiloride exposure are evident in the short-term

The results of our long-term amiloride exposure suggested amiloride had anti-inflammatory and anti-fibrotic properties. We next determined if these changes occurred with early exposure to amiloride administered concurrently with lithium from day zero, using shorter treatment periods of 14 and 28 days. As expected, the lithium animals all demonstrated NDI which was reduced in the amiloride group (Supplementary Table 1).

Following 14 days of lithium treatment alone or combined with amiloride, the characteristic morphological changes of distal tubular cystic dilations (Fig. 2a) were evident. There was some interstitial fibrosis evident, but this did not reach significance compared to controls (Fig. 2c). After 28 days of treatment, the same morphological changes were visible to a greater extent in both the lithium and lithium-amiloride groups (Fig. 2b). Interstitial collagen deposition was increased in the lithium alone group to compared to control and lithium-amiloride groups at 28 days (Fig. 2d).

**Figure 2:**
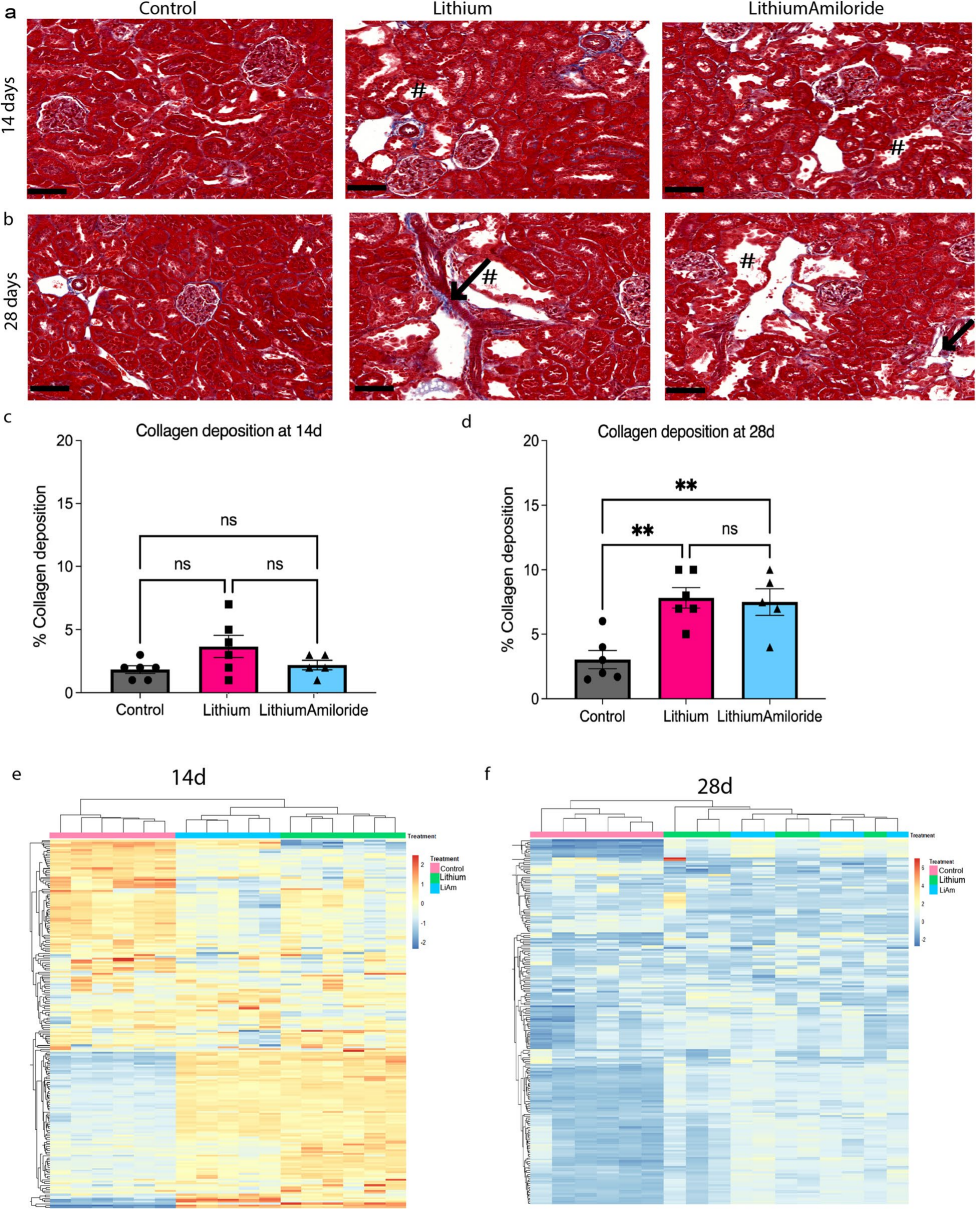
Amiloride exposure has distinct genetic changes with 14, but not 28 days of exposure. (**a**, **b**) Masson’s Trichrome staining of kidney tissue from control, lithium alone and Lithium and Amiloride treatments for 14 or 28 days. Arrows highlight regions with collagen (blue) deposition. ^#^Indicates dilated tubules. Scale bar 100 µm. (**c**, **d**) Quantification of collagen deposited, (**e**, **f**) Top 200 most variable genes clustered samples into their distinct treatment groups at 14, but not at 28 days. Shades of yellow–red indicate increased transcript abundances whereas shades of blue indicate decreases transcript abundances. Significance **P < 0.01, *ns* not significant. Data represented as mean ± sem.

RNA Seq performed on kidney cortical tissue from all 14- and 28-day treatment groups showed most of the 14-day samples (except one) clustered within their respective treatment in the Principal Component Analysis (Supplementary Fig. S1b). 

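Kidney cortex RNA of the 14-day study was sequenced from 6 control, 6 lithium and 6 lithium-amiloride rats, and that of the 28-day study from 6 control, 6 lithium and 5 lithium-amiloride rats. Lithium was given in the food at 60 mmol/kg after a first 7 days at 40 mmol/kg, and amiloride, a blocker of the epithelial sodium channel, in the drinking water at 0.2 mmol/l from the start. The labels give the same numbers as 60 mM and 0.2 mM. The authors trimmed the reads with Cutadapt, aligned them to the rat genome Rnor 6.0 with HISAT2 and counted them per Ensembl gene with featureCounts. The deposited tables hold the raw counts of 32545 genes. Total counts at 14 days were 10399818 to 13621790 (median 13321168) in the control group, 12553282 to 15495910 (median 14242616.5) with lithium and 14017687 to 15618395 (median 15208085.5) with lithium-amiloride. At 28 days they were 14779709 to 17554304 (median 15937853.5), 15040424 to 16894849 (median 16106193.5) and 15936965 to 17246527 (median 16438194). The mean counts in the authors' deposited tables come back only when the lithium-amiloride 2 library is left out at 14 days. So 6, 6 and 5 libraries were compared at each of these times. That library is the exception the paper gives, and it held adipose transcripts. Its *Fabp4* (ENSRNOG00000010805), a fatty acid carrier of fat cells, stood at 1060 CPM (TMM-normalized counts per 1000000) against at most 6.18 CPM in the other 5. In the 28-day study the adipose transcripts stood out in the lithium 1 library, with *Fabp4* at 93.6 CPM. Mitochondrial transcripts took a median of 31.9% of the counts in the 28-day control group, 19.7% with lithium and 17.3% with lithium-amiloride, and control 1 stood at 18.2%. Genes were tested with the quasi-likelihood test of edgeR after TMM normalization and a filter on low counts, in 14179 genes at 14 days and 14140 at 28 days. They were called at an adjusted p under 0.05 and a log2 fold change of at least 0.5 in either direction, the paper's thresholds. Groups of genes were fixed before the counts were examined, but in part from the paper, which reports on these same libraries. Groups that hold genes or pathways the paper names are therefore not independent of these data. All groups were tested with camera at a preset correlation between genes of 0.01 and again with that correlation estimated. Symbols came from the authors' deposited tables, which list genes with an adjusted p under 0.05, and were at hand for 9237 of the genes. So each group counts its members that carry a symbol and passed the filter on low counts, and camera compared genes with a symbol only. Members that passed in none of the authors' comparisons are not counted, which raises the shares of members called.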

The heatmap of the most variable top 200 gene counts suggested the gene expression changes were treatment related (Fig. 2e). 

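*Krt17* (ENSRNOG00000026371), a keratin of stressed epithelia, stood with lithium at 43.7 ± 15.6 CPM (SD, n = 6) against 0.0128 ± 0.0314 CPM (SD, n = 6) in the control group at 14 days. With lithium-amiloride it was lower than with lithium, with a log2 fold change of -3.68 (standard error 0.33, adjusted p = 4.01e-06) by edgeR. Over the 200 most variable genes (variance-stabilized counts), the split between lithium and control took up 64.2% of the variation among their 12 libraries, and that between lithium-amiloride and lithium 35.4% among their 11. No other arrangement of the libraries took up more (exact permutation test, p = 0.00216 for each split). With the lithium-amiloride 2 library put back, the split between lithium-amiloride and lithium took up 16.4% (exact permutation test, p = 0.00216).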

In the 28-day data only the control group clustered as a separate group, with the lithium and lithium-amiloride groups clustering together (Supplementary Fig. S1c). This was suggestive that actions of amiloride on modulating lithium induced gene expression may vary over this time course. 

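Between lithium and lithium-amiloride at 28 days *Krt17* had a log2 fold change of -3.54 (standard error 0.55, adjusted p = 0.00911) by edgeR. *Aqp4*, a water channel of the basal membrane of principal cells, rose with lithium by 3.89 (standard error 0.34) and again with lithium-amiloride over lithium by 1.62 (standard error 0.30). Over the 200 most variable genes, lithium and control parted 43.2% of the variation and lithium-amiloride and control 57.5% (exact permutation test, p = 0.00216 for each). Lithium-amiloride and lithium parted 21.8% (exact permutation test, p = 0.00433).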

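The change with lithium-amiloride against lithium was compared between the 2 studies gene by gene. *Havcr1*, a marker of injured tubule cells, had a log2 fold change of -3.19 (standard error 0.52, adjusted p = 0.0016) at 14 days and -2.24 (standard error 0.55, adjusted p = 0.0998) at 28 days, which passed without lithium 1 (adjusted p = 0.0131). The sodium channel subunit *Scnn1g* rose at both times, by 1.73 (standard error 0.20) and 1.69 (standard error 0.22). In a fit over all 3 times (15026 genes), edgeR called 0 genes whose change with lithium-amiloride differed between 14 and 28 days at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1431, more than that threshold gives on average by chance. So the count of 0 does not show that no gene differed. DESeq2 called 5 and limma-voom 0. With all deposited libraries of the 3 times, the lithium-amiloride 2 library of 14 days among them, edgeR called 7. The change with lithium against control differed between the times for 1188 genes, 591 more positive and 597 more negative at 28 days. With all deposited libraries that count was 338, and by limma-voom with quality weights on the same libraries 3646. From the clustering of the groups the paper proposes that what amiloride does to lithium-induced expression may vary over this time.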

(Fig. 2f).

Analysis of significantly differential gene expression is given in Supplementary Dataset 1.

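With lithium for 14 days 1204 genes were higher and 514 lower than in the control group (edgeR). Against lithium, 112 genes were higher and 199 lower with lithium-amiloride. At 28 days these counts were 776 and 507, and 48 and 14. Among the largest rises at 14 days were *Ccl20* (ENSRNOG00000015992), a chemokine for lymphocytes, at 4.92 (standard error 0.49, adjusted p = 7.46e-07), the calcium channel *Trpv6* at 4.59 (standard error 0.24, adjusted p = 1.96e-10), and the epithelial keratin *Krt18* at 4.31 (standard error 0.23, adjusted p = 2.43e-10). *Aqp2*, the vasopressin-regulated water channel of principal cells, fell from 186 ± 23.2 CPM (SD, n = 6) in the control group to 19.1 ± 6.07 CPM (SD, n = 6). This was a log2 fold change of -3.29 (standard error 0.20, adjusted p = 1.37e-09). *Calb1*, a calcium-binding protein of the distal tubule, and *Klk1*, the tissue kallikrein made there, fell by 2.84 and 2.38 on the log2 scale. The list of principal cell genes had 8 of 11 members lower and 2 higher (2 higher and 9 lower adjusted over the list alone, adjusted p = 2.14e-07 by camera and 0.0523 with an estimated correlation). Its 2 higher members were *Aqp4* at 2.46 (standard error 0.17) and the transcription factor *Gata3* at 0.80 (standard error 0.12). All 7 tested genes of the red blood cell list were lower (median -1.28, adjusted p = 0.00138 by camera and 0.297 with an estimated correlation). With the lithium-amiloride 2 library put back, 1107 and 489 genes were called with lithium and 82 and 217 with lithium-amiloride against lithium. Without 1 library the second total ran from 205 (without lithium-amiloride 5) to 358 (without lithium 4) at 14 days and from 44 (without lithium 6) to 104 (without control 1) at 28 days.

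**Figure D1:**
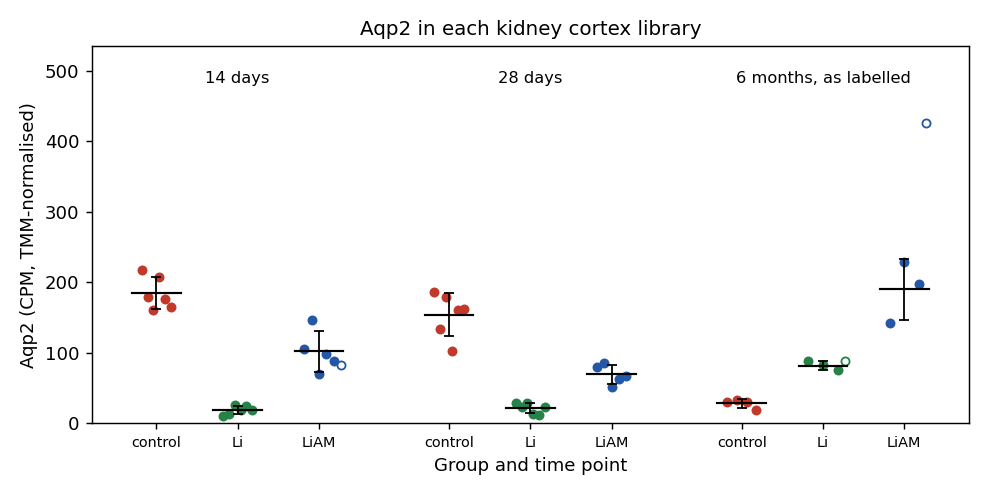
Aqp2 in each library, in TMM-normalized counts per 1000000 on the vertical axis, by group and time point. Filled points are the libraries the paper compared, open points those it left out, and bars the mean and SD of the filled points. The 6-month groups are drawn as labelled, and at 14 and 28 days every lithium library lies under every control library.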

In line with studies over a shorter time frame^9^, ontologies of differentially expressed genes increased with lithium administration at 14 days (n = 1264) were enriched for ‘inflammatory response’, ‘lymphocyte activation’, ‘innate immune response’ and ‘cytokine-mediated signalling pathway’ (Supplementary Dataset 2b). 

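Lists of immune and injury genes were compared between lithium and control at 14 days. Of 14 macrophage and dendritic cell genes 8 rose and none fell (12 higher and 0 lower adjusted over the list alone). Among them were *Cd14* (ENSRNOG00000017819), a receptor for bacterial lipopolysaccharide, at 1.07 (standard error 0.14), and the integrin *Itgam* at 1.08 (standard error 0.18). Of 9 antigen presentation genes 8 rose, with the peptide transporter *Tap1* at 0.84 (standard error 0.10), and 7 with the lithium-amiloride 2 library put back. All 4 tested genes of the B and plasma cell list rose, and *Fcer2*, the low-affinity receptor for immunoglobulin E, had a log2 fold change of 3.13 (standard error 0.35, adjusted p = 2.94e-06) by edgeR. The interferon list had 5 of 16 members higher (6 higher and 0 lower adjusted over the list alone), led by the chemokine *Cxcl10* at 1.52 (standard error 0.25). The camera call of this list (adjusted p = 0.0444) was lost without control 3, 4 or 6 or lithium 2, 3 or 6 or lithium-amiloride 4 (adjusted p = 0.054 to 0.137). The complement and fibrinogen list had 6 higher and 2 lower of 13 (5 and 2 with lithium-amiloride 2 put back), and did not pass camera (adjusted p = 0.0666). Tubular injury genes rose in 13 of 16 (adjusted p = 4.41e-18 by camera and 0.00158 with an estimated correlation), including the adhesion molecule *Cd44* at 2.30 (standard error 0.14). Among the immune lists the camera calls were lost once the correlation was estimated. The value of adjusted p = 0.00101 became adjusted p = 0.297 for the macrophage list, and adjusted p = 0.00462 became adjusted p = 0.0733 for the B cell list.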

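*Nfkb2* (ENSRNOG00000019311), which encodes the p100 precursor of an NF-κB subunit, was higher with lithium at 14 days, at 47.4 ± 6.73 CPM (SD, n = 6) against 27.7 ± 2.34 CPM (SD, n = 6) with control. By edgeR the log2 fold change was 0.78 (standard error 0.085, adjusted p = 2.42e-06). Of 23 genes of the NF-κB pathway and its targets 17 rose and none fell (19 higher and 1 lower adjusted over the list alone, 16 higher with the lithium-amiloride 2 library put back). They included the inhibitors *Nfkbie* at 1.13 (standard error 0.12) and *Nfkbiz* at 0.81 (standard error 0.0804), and the inhibitor *Nfkbia* at 0.67 (standard error 0.12, adjusted p = 0.000274). *Rela*, the p65 subunit, had a log2 fold change of 0.22 (standard error 0.0627, adjusted p = 0.012), under the fold threshold. The list as a whole stood above other genes at adjusted p = 1.98e-08 by camera and 0.151 with an estimated correlation. With lithium-amiloride *Nfkb2* had -0.20 (standard error 0.087, adjusted p = 0.243) against lithium.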

Specific genes differentially expressed in the lithium group correlating with the inflammatory response included *Nfkb2* (0.76log2FC), subunit of NF-κB (Supplementary Dataset 1 and Supplementary Fig. S3a). These also included genes that encode T cell receptor *CD3* (*cd3d*, 1.92, *cd3e*, 1.64 and *cd3g*, 1.54log2FC), *CD8* cytotoxic T cell (*cd8b*, 1.13 and *cd8a*, 0.69log2FC), along with activator Z*ap70* (1.40log2FC) and *fos* (3.48log2FC) important for activation and differentiation of leukocytes^12^. 

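At 14 days 16 of 17 T cell genes rose with lithium, and all 17 were higher adjusted over the list alone. The CD3 chains of the T cell receptor led, with *Cd3d* (ENSRNOG00000015994) at 1.91 (standard error 0.43, adjusted p = 0.00261), *Cd3e* at 1.64 (standard error 0.25, adjusted p = 8.84e-05) and *Cd3g* at 1.54 (standard error 0.35, adjusted p = 0.00301) by edgeR. The CD8 chains followed with *Cd8b* at 1.13 (standard error 0.27) and *Cd8a* at 0.70 (standard error 0.19), and the kinase *Zap70* at 1.39 (standard error 0.37). The co-stimulator *Icos* had 1.80 (standard error 0.28) and the kinase *Lck* 1.06 (standard error 0.20). The list's camera call, adjusted p = 1.18e-05, was lost with an estimated correlation (adjusted p = 0.297). *Fos*, an immediate-early transcription factor, had 3.47 (standard error 0.26, adjusted p = 1.69e-08). Of the 20 immediate-early genes 17 rose (16 with the lithium-amiloride 2 library put back, adjusted p = 1.78e-12 by camera and 0.031 with an estimated correlation). These included *Egr2* at 3.08 (standard error 0.33) and *Atf3* at 2.18 (standard error 0.23). With lithium-amiloride against lithium, 3 T cell genes were lower (11 adjusted over the list alone), and of these *Cd3e* had -1.14 (standard error 0.25, adjusted p = 0.0129).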

Other significantly expressed genes were targets of tumor suppressor protein 53 (p53) including *cdkn1a*/p21 (4.14log2FC), and *cyclin D1* (0.91log2FC) and *tert* (0.71log2FC), which are associated with epithelial cell proliferation^13–15^. 

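*Cdkn1a* (ENSRNOG00000000521), which encodes the cell cycle inhibitor p21, stood with lithium at 103 ± 11.8 CPM (SD, n = 6) against 5.79 ± 1.18 CPM (SD, n = 6) in the control group at 14 days. That is a log2 fold change of 4.15 (standard error 0.12, adjusted p = 2.36e-14) by edgeR. *Ccnd1*, which encodes cyclin D1 and drives entry into the cell cycle, had 0.92 (standard error 0.12, adjusted p = 1.01e-05), and *Tert*, the catalytic subunit of telomerase, had 0.72 (standard error 0.16, adjusted p = 0.00229). The stress cytokine *Gdf15* had 2.73 (standard error 0.19) and the growth inhibitor *Btg2* 1.46 (standard error 0.0909), while *Sesn1*, a stress-response gene, was lower at -0.51 (standard error 0.084). *Sesn1* lay under the fold threshold without control 4, 5 or 6 or lithium 2, 3 or 6 (log2 fold change -0.5 to -0.469). *Bax*, which promotes apoptosis, had 0.39 (standard error 0.0886, adjusted p = 0.00314), under the fold threshold.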

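*Gsk3b* (ENSRNOG00000002833), which encodes the β form of glycogen synthase kinase that lithium inhibits, stood with lithium at 28.6 ± 3.77 CPM (SD, n = 6) against 30.7 ± 5.58 CPM (SD, n = 6) in the control group at 14 days. Its log2 fold change was -0.11 (standard error 0.11, adjusted p = 0.509) by edgeR with lithium and 0.12 (standard error 0.11, adjusted p = 0.63) with lithium-amiloride against lithium. Among targets of the Wnt pathway, which that kinase restrains, 7 of 9 rose with lithium (median 0.92, adjusted p = 2.85e-05 by camera and 0.0695 with an estimated correlation). The ligand *Wnt7b* had 2.08 (standard error 0.36).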

Of interest, GSK3β gene expression was not differentially altered, despite the key role this kinase plays in mediating the observed changes induced by lithium.

We focused on the genes modulating inflammation, cellular proliferation and fibrosis. 

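Among the genes that rose with lithium at 14 days and fell with lithium-amiloride were *Lamb3*, a laminin chain, *Spp1*, the cytokine osteopontin, and *Lcn2*, the injury marker lipocalin. *Lamb3* had a log2 fold change of -2.52 (standard error 0.29, adjusted p = 6.77e-05) and *Spp1* -2.31 (standard error 0.33, adjusted p = 0.000524) with lithium-amiloride against lithium by edgeR. The complement and fibrinogen list had 6 of 13 members lower (0 higher and 8 lower adjusted over the list alone, adjusted p = 2.05e-09 by camera and 0.00346 with an estimated correlation). Among them was the complement regulator *Cfi* at -1.21 (standard error 0.22), and 4 were lower with the lithium-amiloride 2 library put back. Immediate-early genes were lower in 8 of 20 (adjusted p = 1.4e-12 by camera and 0.015 with an estimated correlation), with *Egr1* at -1.76 (standard error 0.21) and *Fos* at -1.14 (standard error 0.22). Macrophage and dendritic cell genes were lower in 1 of 14 (0 higher and 7 lower adjusted over the list alone), and *Cd14* was that member at -0.66 (standard error 0.14). The NF-κB list had 2 of 23 lower, the adhesion molecule *Icam1* at -0.68 (standard error 0.12) and the co-regulator *Bcl3* at -1.17 (standard error 0.18). *Bcl3* did not pass with that library (adjusted p = 0.0616). The list's camera call became adjusted p = 0.156 with an estimated correlation. In all, 165 genes were higher with lithium and lower with lithium-amiloride, against 16.9 expected of independent lists, 82.9% of those lower with lithium-amiloride. Both comparisons use the same 6 lithium libraries, which favours such an overlap. With these libraries divided so that the comparisons shared none the overlap was 108.5 (median of 20 divisions, 11.1 expected).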

Overrepresentation analysis of common genes increased with lithium treatment and decreased in response to lithium-amiloride at 14 days (n = 218), showed lithium induced positive enrichment of ‘inflammatory response’, ‘cytokine production’, ‘cell adhesion’, ‘innate immune response’ and ‘wound healing’ gene sets as previously reported^9^ (Supplementary Fig. S4b). 

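The epithelial sodium channel subunits *Scnn1b* (ENSRNOG00000030981) and *Scnn1g* and *Hsd11b2*, the enzyme that shields the mineralocorticoid receptor from glucocorticoids, fell with lithium at 14 days and rose with lithium-amiloride. *Hsd11b2* had a log2 fold change of -2.11 (standard error 0.13, adjusted p = 1.85e-09) with lithium and 1.81 (standard error 0.14, adjusted p = 9.29e-07) with lithium-amiloride against lithium by edgeR. *Scnn1b* had -1.53 (standard error 0.18) and 1.69 (standard error 0.19). Of 17 genes of aldosterone-regulated sodium reabsorption 5 fell and 1 rose with lithium (2 higher and 6 lower adjusted over the list alone, adjusted p = 0.0295 by camera and 0.297 with an estimated correlation, adjusted p = 0.0554 by camera with the lithium-amiloride 2 library put back). With lithium-amiloride 6 rose and 1 fell (10 higher and 2 lower adjusted over the list alone, adjusted p = 1.46e-09 by camera and 0.00346 with an estimated correlation). The member that ran the other way was *Sfn*, the σ form of the 14-3-3 adaptor, at 2.17 (standard error 0.24) and then -2.09 (standard error 0.25). Principal cell genes rose with lithium-amiloride in 9 of 11 (adjusted p = 3.12e-39 by camera and 7.6e-05 with an estimated correlation), with *Aqp2* at 2.42 (standard error 0.20, adjusted p = 1.56e-06). In the list of distal convoluted tubule and calcium reabsorption 6 of 13 rose and 1 fell (3 and 1 with that library, adjusted p = 2.32e-05 by camera and 0.0478 with an estimated correlation). In it *Calb1* stood at 2.50 (standard error 0.31) and the vitamin D activating enzyme *Cyp27b1* at -1.82 (standard error 0.31). In all, 36 genes were lower with lithium and higher with lithium-amiloride, against 4.06 expected of independent lists. With the lithium libraries divided between the comparisons there were 19 (2.06 expected). Without 1 library the count of 36 ran from 22 (without lithium-amiloride 4) to 47 (without control 2).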

Consistent with data at six-months, ‘Aldosterone-regulated sodium reabsorption’ was overrepresented amongst common genes decreased by lithium and increased with lithium-amiloride (n = 43) (Supplementary Fig. S4C).

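At 28 days the lithium libraries had higher levels of macrophage genes and of the injury keratins. Of 14 macrophage and dendritic cell genes 8 rose (13 higher and 0 lower adjusted over the list alone, adjusted p = 0.000248 by camera and 0.586 with an estimated correlation). *Csf1r* (ENSRNOG00000018414), the receptor for macrophage growth factor, was among them at 0.96 (standard error 0.21, adjusted p = 0.00581) and the complement gene *C1qb* at 0.92 (standard error 0.24). Tubular injury genes rose in 9 of 16 and 1 fell (adjusted p = 5.08e-09 by camera and 0.00689 with an estimated correlation), with *Krt19* at 3.93 (standard error 0.29) and the adhesion molecule *Cd44* at 1.97 (standard error 0.25). The member that fell was the adhesion molecule *Vcam1* at -0.70 (standard error 0.16). T cell genes rose in 4 of 16 (7 adjusted over the list alone, adjusted p = 0.0275 by camera and 0.606 with an estimated correlation), with *Icos* at 1.71 (standard error 0.33). The camera call was lost without lithium 1 or 5 (adjusted p = 0.0586 to 0.0884). Of the NF-κB list 4 of 23 rose and 1 fell (10 higher and 1 lower adjusted over the list alone), and *Ccl20* had 2.69 (standard error 0.31). Markers of other cells moved too. Podocyte genes fell in 5 of 8 (adjusted p = 0.00033 by camera and 0.555 with an estimated correlation) and endothelial genes in 3 of 10, while the thick ascending limb list rose in 4 of 8. Untreated control 1 differed from the other controls in the same directions. Its list medians (log2) were 0.791 for macrophage, 0.815 for thick ascending limb, -0.456 for podocyte and -0.422 for endothelial genes. For tubular injury and T cell genes they were -0.156 and 0.0933. So differences between pieces of cortex cannot be told apart from lithium in the first 4 lists. Without control 1 and lithium 1, a choice made after seeing the data, 1958 genes were called with lithium at 28 days.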

At 28 days, lithium induced increased genes were overrepresented in ‘Cell adhesion molecules (CAMs)’ and ‘inflammatory response’ signalling pathway. Lithium-amiloride had ‘Aldosterone-regulated sodium reabsorption’ pathway overrepresented amongst increased genes (Supplementary Dataset 2b). 

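With lithium-amiloride at 28 days *Scnn1b* had a log2 fold change of 1.53 (standard error 0.23, adjusted p = 0.00308) against lithium and the sodium pump regulator *Fxyd4* 1.40 (standard error 0.25, adjusted p = 0.00916) by edgeR. In the aldosterone list 4 of 17 rose (6 higher and 1 lower adjusted over the list alone, adjusted p = 1.98e-07 by camera and 0.027 with an estimated correlation). The 4 were *Scnn1b*, *Scnn1g*, *Fxyd4* and *Hsd11b2*, the last at 1.45 (standard error 0.19). Principal cell genes rose in 7 of 11 (10 adjusted over the list alone, adjusted p = 1.93e-27 by camera and 0.00284 with an estimated correlation), with *Aqp2* at 1.68 (standard error 0.22) and the vasopressin receptor *Avpr2* at 1.64 (standard error 0.27).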

Here there were fewer differential and common genes (n = 19) consistent with the groups clustering together (Fig. 2f). These common genes were enriched in response to nutrient levels and wound healing amongst others (Supplementary Fig. S4e). 

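The genes lowest with lithium-amiloride against lithium at 28 days included *Lamb3* at -1.93 (standard error 0.23, adjusted p = 0.000777) by edgeR, and *Id1* and *Id3*, inhibitors of differentiation, at -1.01 (standard error 0.18) and -1.07 (standard error 0.17). The medians of the immune lists stood near 0, at -0.0492 for NF-κB (adjusted p = 0.563 by camera), -0.0115 for T cell (adjusted p = 0.894) and 0.0699 for macrophage genes (adjusted p = 0.891). Higher with lithium and lower with lithium-amiloride were 9 genes, against 0.768 expected of independent lists. With the lithium libraries divided between the comparisons there were 5 (0.272 expected). Another 9 ran the other way (1.72 expected), and 3 with the libraries divided (0.284 expected). Over all genes the log2 fold changes of the 2 comparisons had a correlation of 0.126 with the libraries divided. So the genes as a whole did not run in opposite directions at 28 days. Calls in the same direction in both comparisons were not counted. DESeq2, the paper's tool, gave 19 and 15 on the same libraries. The first count ran from 4 to 11 without 1 library.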

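*Calb1* (ENSRNOG00000007456), *Aqp2* and *Klk1* were lower and *Krt18* and *Bmp2*, a growth factor of the TGF-β family, higher with lithium both at 14 days and at 6 months. The 6-month groups are those of the authors' deposited tables (labelled control, n = 4, as lithium, labelled lithium-amiloride, n = 3, as control and labelled lithium, n = 3, as lithium-amiloride). *Bmp2* had a log2 fold change of 2.65 (standard error 0.26, adjusted p = 5.53e-07) at 14 days and 2.11 (standard error 0.26, adjusted p = 0.000813) at 6 months by edgeR. Of the 736 genes called higher with lithium at 6 months and tested at both times, 442 were also higher at 14 days (61.7 expected), and of 291 lower 125 were lower (10 expected). With lithium-amiloride against lithium 54 of 187 higher genes were shared (1.5 expected) and 35 of 85 lower ones (1.15 expected). *Gdap1*, a mitochondrial protein, rose with lithium-amiloride at both, by 2.64 (standard error 0.26) and 1.74 (standard error 0.19). With the 6-month groups as labelled, lithium against control shared 71 of 187 higher genes and 4 of 85 lower ones (15.7 and 2.93 expected), while 22 of the higher and 47 of the lower genes had been called in the opposite direction at 14 days. The change with lithium differed between 14 days and 6 months for 182 genes in the tables' grouping and for 2528 as labelled, and that with lithium-amiloride against lithium for 11 and 1388. With all deposited libraries these counts were 1105, 1732, 30 and 2452, and by DESeq2 346, 2700, 45 and 1657.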

Many of the significantly differentially expressed genes from the Li/Control and LiAM/Li comparisons at six months were altered in the 14-day data. 

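*Osmr* (ENSRNOG00000033192), *Dll1*, *Socs3*, *Myc*, *Angptl4*, *Lamb3* and *Havcr1* were all higher with lithium at 14 days and lower with lithium-amiloride. *Socs3* had a log2 fold change of 2.46 (standard error 0.28, adjusted p = 3.55e-06) with lithium and -1.37 (standard error 0.26, adjusted p = 0.00599) with lithium-amiloride against lithium by edgeR. *Havcr1*, the injury marker, had 3.11 (standard error 0.49, adjusted p = 0.000131) with lithium. *Myc*, a driver of proliferation, had 1.10 (standard error 0.20, adjusted p = 0.000357) and -0.92 (standard error 0.20, adjusted p = 0.0141), and the Notch ligand *Dll1* 1.34 (standard error 0.17, adjusted p = 9.36e-06) and -0.81 (standard error 0.17, adjusted p = 0.00895). *Angptl4*, a regulator of lipoprotein lipase, had 1.42 (standard error 0.31, adjusted p = 0.0021) and -1.59 (standard error 0.33, adjusted p = 0.00886). With the lithium-amiloride 2 library put back *Angptl4* did not pass in either (adjusted p = 0.132 and 0.999). The oncostatin M receptor *Osmr* had 1.13 (standard error 0.15) and -0.70 (standard error 0.15). Of the matrix metalloproteinases *Mmp12*, a macrophage elastase, had 1.99 (standard error 0.37, adjusted p = 0.000533) and -1.55 (standard error 0.36, adjusted p = 0.0233), a call lost without lithium 2 or lithium-amiloride 1, 4 or 5 (adjusted p = 0.0515 to 0.062). The gelatinase *Mmp2* had 1.44 (standard error 0.0923, adjusted p = 2.54e-09) and 0.44 (standard error 0.092, adjusted p = 0.00978). The study chose these genes on the same samples, so they are not independent evidence of the direction. Not called at 6 months in the authors' deposited grouping (labelled lithium, n = 3, against labelled control, n = 4) were *Dll1* at -0.51 (standard error 0.14, adjusted p = 0.083), *Myc* at -0.76 (standard error 0.21, adjusted p = 0.095), *Angptl4* at -1.21 (standard error 0.35, adjusted p = 0.0995) and *Mmp12* at -0.0801 (standard error 0.39, adjusted p = 0.94). The first 3 passed without labelled control 1, and *Myc* and *Angptl4* by DESeq2 (adjusted p = 0.0281 and 0.0251).

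**Figure D2:**
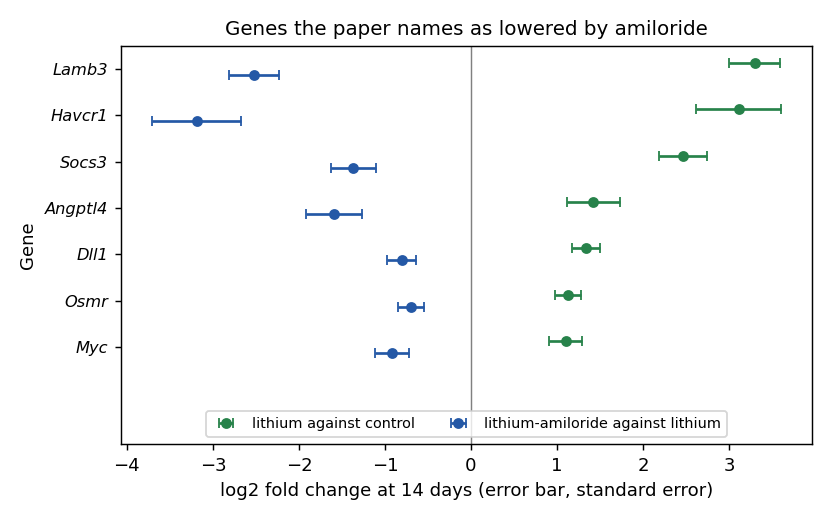
Log2 fold changes at 14 days of the 7 genes named, with lithium against control and with lithium-amiloride against lithium, on the horizontal axis. Points are the edgeR estimates and bars their standard errors, with 6 control, 6 lithium and 5 lithium-amiloride libraries. The 7 lie above 0 in the first comparison and below 0 in the second.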

The pro-fibrotic and inflammatory genes decreased in the LiAM/Li comparison at both 6 months and 14 days included *serpine1*, *osmr*, *dll1*, *socs3*, *myc*, *angptl4*, *lamb3*, *havcr1* and metalloproteinase genes. Short-term treatment demonstrated that amiloride produced a reduction in the anti-inflammatory gene signatures before a significant difference in interstitial fibrosis was evident.

### Reduced inflammation and T-cell infiltration with amiloride exposure

The RNA Seq analyses suggested amiloride reduces multiple facets of lithium induced inflammation and T-cell mediated immune response. NF-κB a key inflammatory pathway can be positively and negatively modulated by Wnt/βcatenin signalling^16^ and negatively regulated by p53 signalling^17^. The Wnt/βcatenin pathway is regulated by GSK3β, a known target for lithium^18,19^. Therefore, we first investigated β-catenin expression, which had increased nuclear translocation in the tubular epithelial cells in the lithium samples, but was significantly reduced in the lithium amiloride group (Fig. 3).

**Figure 3:**
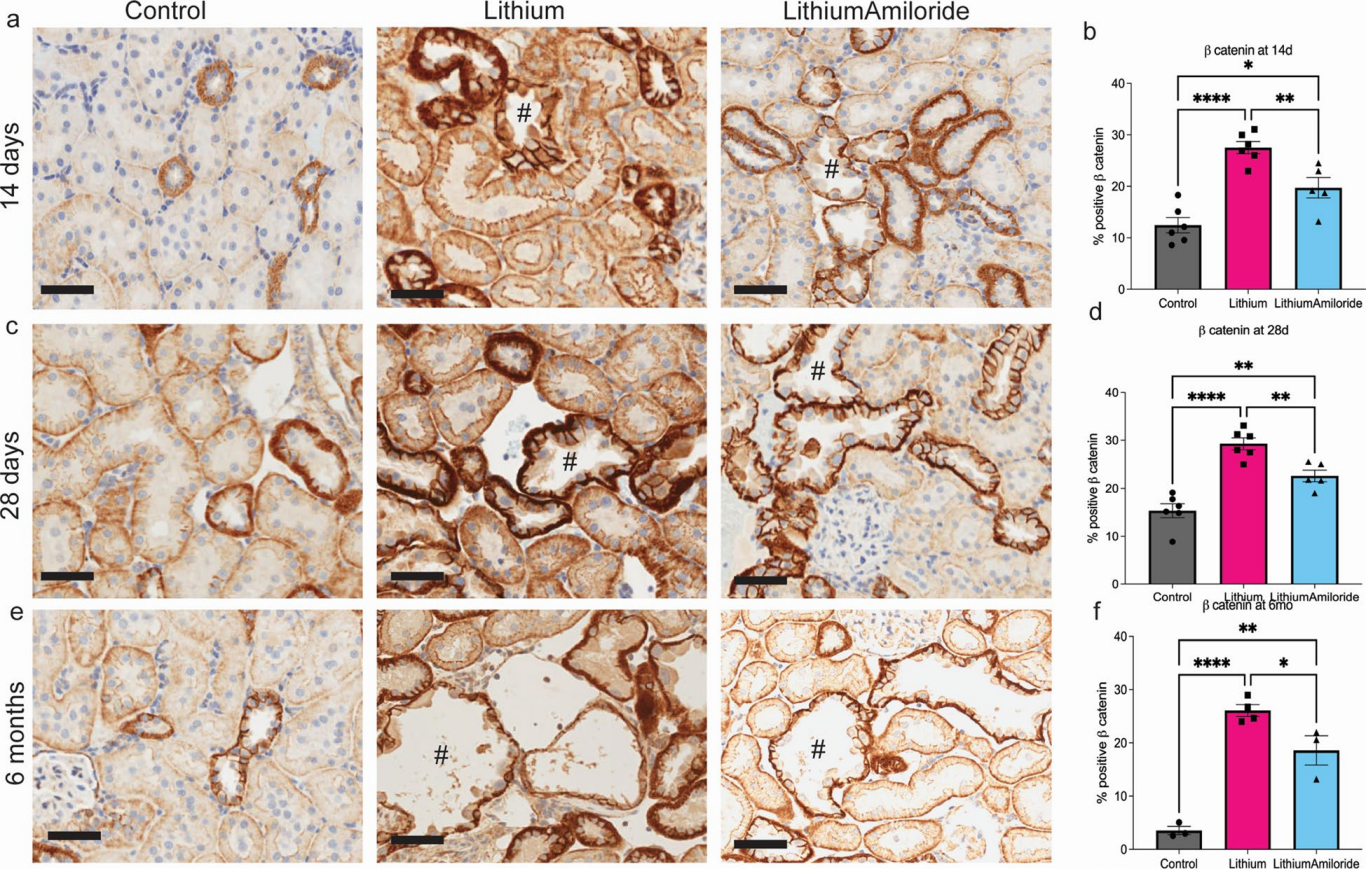
Lithium treatment increases β-catenin at all time points. Representative images of β-catenin immunohistochemistry staining and quantification for. (**a**, **b**) 14 days; (**c**, **d**) 28 days and (**e**, **f**) 6 months. Intense brown staining show β-catenin positive cells. ^#^Indicates dilated tubules. Scale bar 50 µm Significance * *P* < 0.05, ** *P* < 0.01, ****P < 0.0001. Data represented as mean ± sem.

We next investigated if the inflammatory marker nuclear p65^ser536^/RelA, a subunit of the NF-κB complex was differentially expressed between treatment groups. Increased nuclear p65^ser536^ staining was found in the dilated tubules, and a higher percentage of p65^ser536^ positive cells was found at 14 and 28 days, and six months in the lithium and lithium-amiloride groups compared to controls (Fig. 4a,b). The lithium-amiloride group at 14 days and six months had reduced p65^ser536^ staining compared to the lithium group but this was still increased compared to controls. CD3 staining for T cells showed these cells were largely present in the interstitium (Fig. 4c). The lithium groups had the highest number of T cells with the largest amount evident in the six-month cohort (Fig. 4d). Lithium-amiloride significantly reduced the number of T cells at all time points, most evident at six months compared to lithium alone. The findings of reduced NF-κB signalling and T-cell infiltration is consistent with amiloride having profound anti-inflammatory effects in this model.

**Figure 4:**
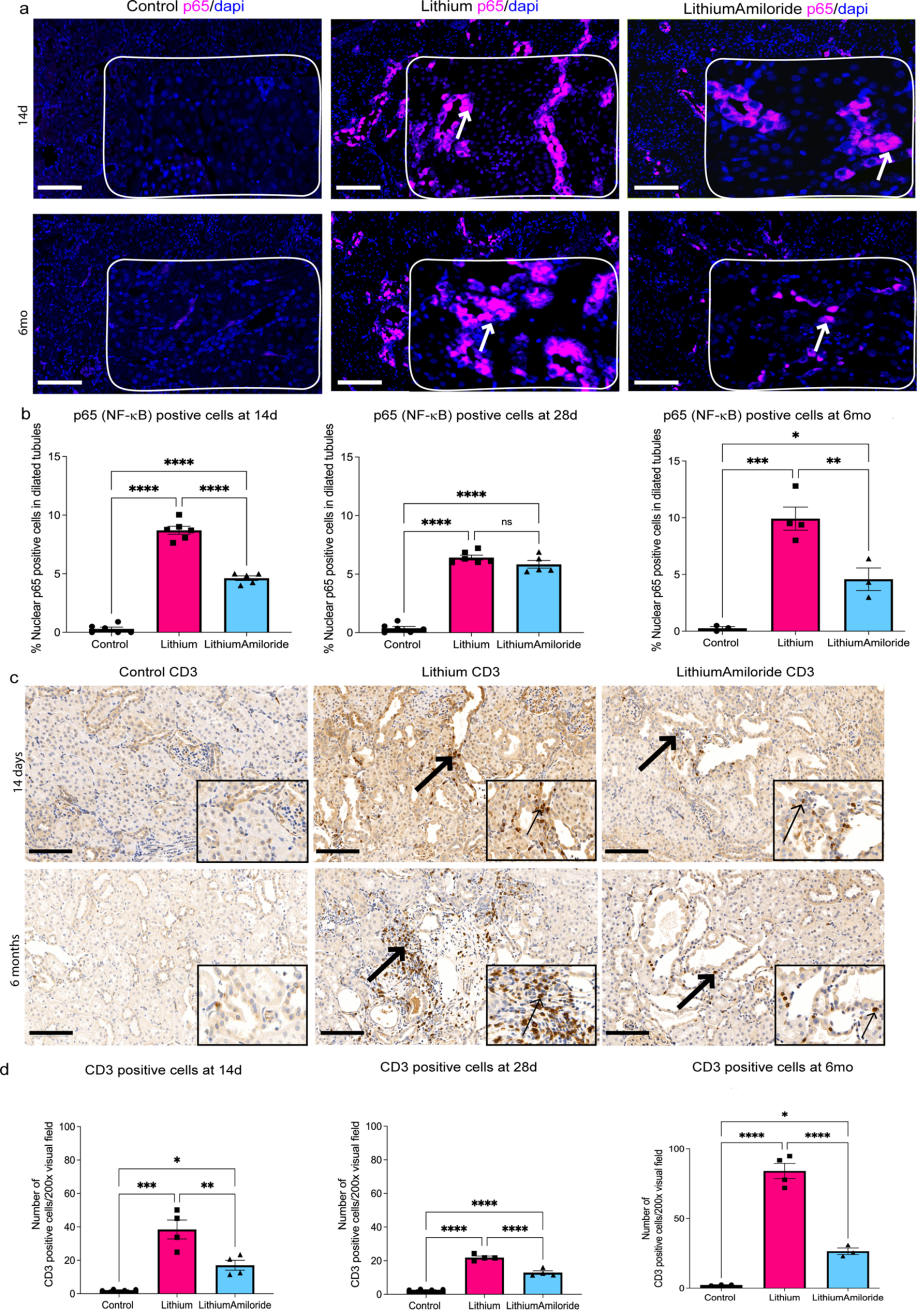
Amiloride exposure reduces inflammation early and late in the course of lithium treatment. (**a**) Nuclear factor kappa B cell (NF-κB)/ p65 (pink) staining in kidney tissue from control (top), lithium (middle) and animals treated with both lithium and amiloride (LithiumAmiloride) (bottom). p65/NF-κB positive cells highlighted with arrows. (**b**) Quantification of nuclear p65/NF-κB in tubular cells at 14 days, 28 days and 6 months. (**c**) Representative images of CD3 positive cells (black arrow) across all treatment groups at 14 days and 6 months. (**d**) Quantification of the average number of CD3 positive cells from 10 visual fields at magnification of 200 ×. Scale bar 80 µm, inserts at 25 µm Significance *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ns- not significant. Data represented as mean ± sem. Representative images for p65 at 28 days are given in Supplementary Fig. S6b.

### Amiloride affects inflammatory regulators upstream of NF-κB signalling

Fibrosis is a consequence of persistent tubular epithelial injury leading to maladaptive repair and inflammation^20^. RNA seq analysis highlighted *cdkn1a/p21*, a key target of p53 at all time points (1.25log2FC at six months, 3.19 log2FC at 28 days and 4.14log2FC at 14 days). 

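At 28 days *Cdkn1a* stood with lithium at 60.3 ± 12.8 CPM (SD, n = 6) against 6.56 ± 1.69 CPM (SD, n = 6) in the control group. By edgeR its log2 fold change was 3.20 (standard error 0.18, adjusted p = 3.36e-09). At 6 months it had 1.27 (standard error 0.22, adjusted p = 0.00401) in the lithium against control comparison of the authors' deposited tables, which are the libraries labelled control (n = 4) against those labelled lithium-amiloride (n = 3). With lithium-amiloride against lithium it had -0.0241 (standard error 0.10, adjusted p = 0.933) at 14 days, 0.49 (standard error 0.16, adjusted p = 0.262) at 28 days and 0.94 (standard error 0.20, adjusted p = 0.0346) at 6 months in the tables' grouping (labelled lithium, n = 3, against labelled control). With all 12 libraries of 6 months neither change passed (adjusted p = 0.0863 and 0.111), and the second was lost without labelled control 2, 3 or 4 or labelled lithium 1, 2 or 3 (adjusted p = 0.067 to 0.161). *Gdf15*, a stress cytokine, had 1.75 (standard error 0.20) at 28 days and 1.71 (standard error 0.23) at 6 months, the latter not past the threshold with all 12 libraries (adjusted p = 0.0535). At 28 days the lithium-amiloride 1 library stood at 58 CPM of *Cdkn1a*, against 86.4 to 95.6 CPM in the other 4.

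**Figure D3:**
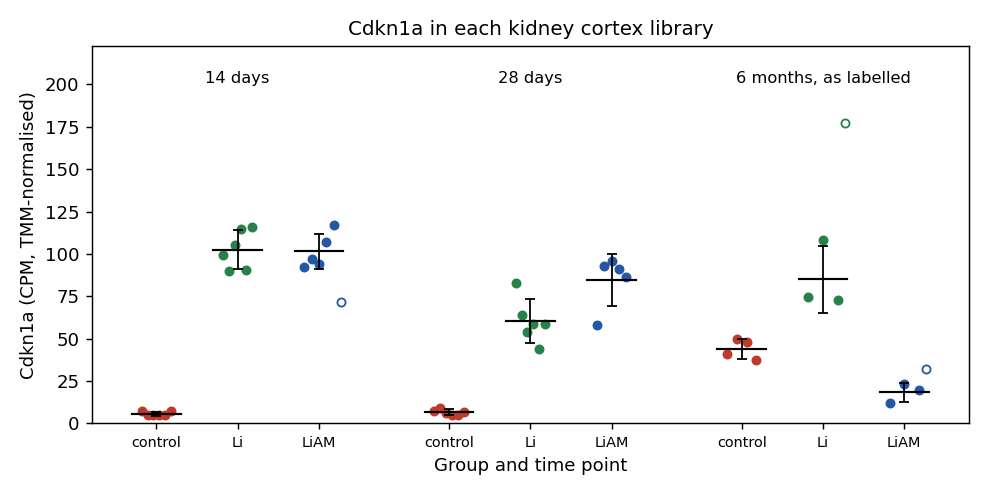
Cdkn1a in each library, in TMM-normalized counts per 1000000 on the vertical axis, by group and time point. Filled points are the libraries the paper compared, open points those it left out, and bars the mean and SD of the filled points. The 6-month groups are drawn as labelled, and the libraries labelled lithium-amiloride are the control group of the authors' deposited tables.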

Tumor suppressor p53 has a well-established role in responding to stress and preventing inflammation which may be modified with lithium and amiloride treatment^21,22^. To test if p53 was altered with lithium and/or amiloride exposure, p53 and its downstream target (p21), a measure of activated p53, were investigated using immunohistochemistry. p53 and p21 were almost exclusively found in the nuclei of cells in dilated distal tubules (Fig. 5a). In the lithium and lithium-amiloride treatment groups, p53 staining was increased at all time points compared to controls (Fig. 5b). The percentage of p53 staining in lithium induced dilated tubular cells was highest at six months and of interest, this was evident most in the lithium-amiloride group. Associated with this was an increased expression of miRNA34a which is known to be transactivated by p53^23^ (Supplementary Fig. S5). At 14 days, p53 staining was again highest in the lithium-amiloride group; however, no difference between the lithium-amiloride and lithium groups was found at 28 days (Fig. 5b). The p21 results largely followed the p53 results at six months and 28 days; however, p21 staining was highest in lithium treated animals at 14 days (Fig. 5c). These results suggest p53 responds to lithium induced cellular damage. The enhanced p53 response with amiloride exposure is consistent with p53 contributing to amiloride’s anti-inflammatory properties with reduced p65/NF-κB expression.

**Figure 5:**
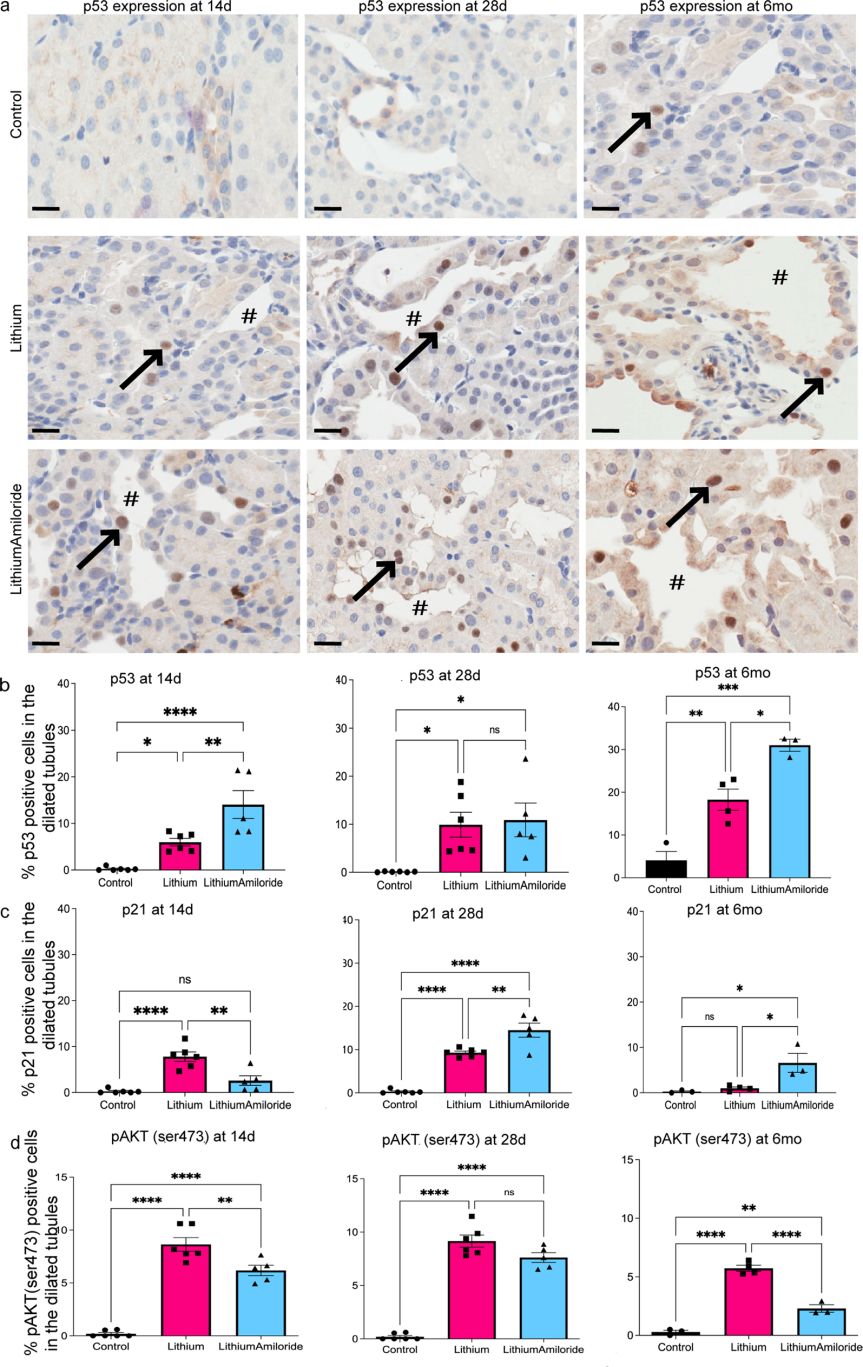
Amiloride exposure alters the amount of p53, p21 and pAKT in the kidney. (**a**) p53 protein detected using immunohistochemistry at 14 days, 28 days and 6 months in response to control, lithium only and LithiumAmiloride treatment. Arrows highlight positive staining in dilated tubules. #Indicate dilated tubules. Magnification of 400 ×. Scale bar 50 µm. (**b–d**) Quantification of percent positive cells using immunohistochemistry to detect p53, p21 and pAKT. Significance *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. *ns* not significant. Data represented as mean ± sem.

We next explored if amiloride’s effect on p53 would attenuate pro-inflammatory regulators that can function in the absence of p53, such as activated pAKT^ser473^ that can promote p53 degradation^24–27^. An analysis of pAKT^ser473^ expression in all treatment groups found pAKT^ser473^ was localised in the dilated tubular epithelial cells and was increased in lithium and lithium-amiloride groups compared to controls. At 14 days and 6 months pAKT^ser473^ expression was highest in lithium compared to the corresponding lithium-amiloride group (Fig. 5d). Again, at 28 days pAKT^ser473^ showed no difference between the lithium and lithium-amiloride groups (Fig. 5d). These results suggest amiloride reduces pAKT^ser473^ function supporting an anti-inflammatory role for amiloride. The lack of difference observed in the number of p65 and pAKT positive cells between lithium and the lithium-amiloride groups at 28 days in particular was interesting. While we do not fully understand this phenomenon, we propose a transition from acute injury between 14 and 28 days to chronic injury seen at 6 months. Specifically, it could be an acute inflammatory response to lithium at 14 days reduced by amiloride and a potential wound healing stage at 28 days where the effect of lithium and lithium-amiloride on inflammation equilibrate. Lower doses of lithium have been shown promote tubular epithelial cell recovery by directly inhibiting GSK3β, or indirectly via phosphorylating Akt. The short term beneficial effect of lithium at 14 days could be due to processes that are intrinsically linked with cell proliferation by upregulation of cell cycle kinases thereby preventing apoptosis with reduced fibrosis^28^.

### Amiloride co-administration reduces pericytes and *Notch1* accumulation in the interstitium

PDGFrβ positive pericytes transforming into myofibroblasts is a key component in the development of interstitial fibrosis^29,30^. Based on our network plot analyses at six months (Supplementary Fig. S2), we identified that PDGFrβ expression was reduced with the lithium-amiloride group. This was suggestive that activated pericytes may be recruited and mediate in part the lithium induced interstitial fibrosis and amiloride may down-regulate this activation. 

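*Pdgfrb* (ENSRNOG00000018461), the receptor for platelet-derived growth factor on pericytes and fibroblasts, stood at 6 months at 68.4 ± 7.57 CPM (SD, n = 3) against 108 ± 23.1 CPM (SD, n = 4) in lithium-amiloride against lithium as the authors' deposited tables have them (labelled lithium against labelled control). Its log2 fold change was -0.66 (standard error 0.17, adjusted p = 0.0725) by edgeR, which did not pass the threshold. It passed by DESeq2 (adjusted p = 0.00566) and without labelled control 1 (adjusted p = 0.00793). It had 0.0836 (standard error 0.17, adjusted p = 0.778) in the tables' lithium against control (against labelled lithium-amiloride, n = 3). The pericyte and smooth muscle list had a median of -0.56 with lithium-amiloride against lithium and 6 of 11 members lower adjusted over the list alone (adjusted p = 7.11e-05 by camera and 0.414 with an estimated correlation). *Acta2*, the smooth muscle actin of myofibroblasts, had -0.61 (standard error 0.20, adjusted p = 0.136), and adjusted p = 0.0476 by DESeq2.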

To explore this further, we used PDGFrβ immunohistochemistry to examine the role of activated pericytes in this model. Lithium treatment alone demonstrated increased PDGFrβ positive cells in the interstitium around dilated tubules at 28 days and 6 months (Supplementary Fig. S6c and Fig. 6a) with fewer PDGFrβ positive cells in the lithium-amiloride group. Additional marker characterization of PDGFrβ positive cells revealed many were p65^Ser536^ positive and some were also positive for the myofibroblast marker αSMA (Supplementary Fig. S7). These data suggest amiloride exposure reduced the amount of activated pericytes in the kidney interstitium surrounding the dilated tubules.

**Figure 6:**
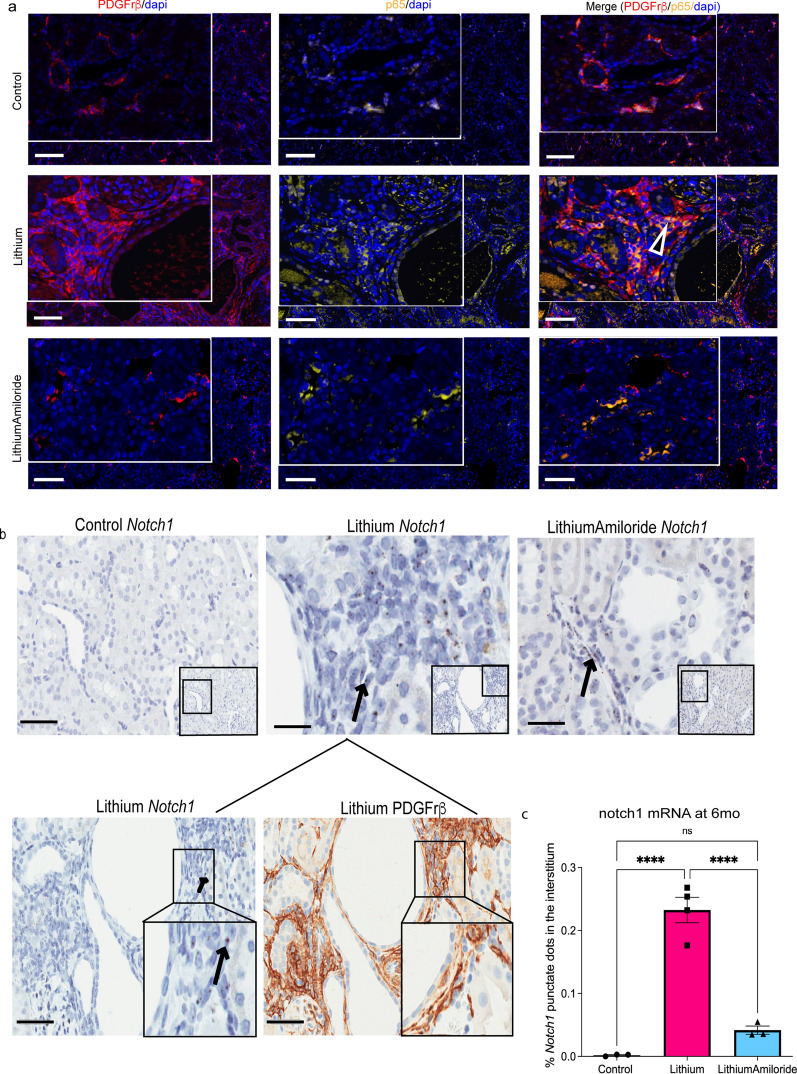
Reduced notch 1 positive pericytes in the kidney interstitium following amiloride exposure. (**a**) Nuclear factor kappa B cell (NF-κB)/p65 and PDGFrβ positive pericytes are decreased in the interstitium of the LithiumAmiloride compared to the lithium alone group in six-month animals. PDGFrβ positive pericytes (red), nucleus (blue), p65 (yellow), right, merge of PDGFrβ and p65. Arrowhead shows double positive cells. (**b**) *Notch 1* RNAscope in situ hybridization in the interstitium of animals treated with lithium alone and decreased in the LithiumAmiloride six-month animals. Brown punctate dot indicate positive signal of *Notch1* gene expression. Notch 1 positivity was found in regions with PDGFrβ positive cells. Images taken at 400 × magnification with a scale bar of 50 µM. Images taken at 200 × magnification with a scale bar of 100 µM. (**c**) Quantification of *Notch*1 positive cells in the interstitium from the RNAscope staining using Weka Classifier by Fiji ImageJ. Significance ****P < 0.0001, ns, not significant. Data represented as mean ± sem.

Transition of PDGFrβ positive pericytes into myofibroblasts has been associated with Notch1^27^. Although *Notch1* was not significantly increased, the *Notch1* ligand Jag1 expression was increased with lithium alone (0.63log2FC) and decreased with lithium-amiloride (− 0.49 log2FC) at 6 months. 

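At 6 months *Notch1* (ENSRNOG00000019322) had a log2 fold change of 0.32 (standard error 0.14, adjusted p = 0.133) by edgeR in the lithium against control comparison of the authors' deposited tables (labelled control, n = 4, against labelled lithium-amiloride, n = 3). Its ligand *Jag1* had 0.65 (standard error 0.11, adjusted p = 0.00308) there and -0.50 (standard error 0.10, adjusted p = 0.0321) in the tables' lithium-amiloride against lithium (labelled lithium, n = 3, against labelled control). The second value lies at the fold threshold: with all 12 libraries *Jag1* had -0.49 (adjusted p = 0.167). Of the Notch list 2 of 13 rose in the first, *Jag1* and the ligand *Dll1* at 0.52 (standard error 0.14), which did not pass with all 12 libraries (adjusted p = 0.103). The list stood at adjusted p = 0.178 by camera and 0.651 with an estimated correlation. In the second comparison 1 fell (2 adjusted over the list alone, adjusted p = 0.00513 by camera and 0.402 with an estimated correlation). At 14 days *Jag1* had -0.41 (standard error 0.18, adjusted p = 0.0952) with lithium.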

Increased *Jag1* expression has been found to be dependent upon activation of NF-κB/RelA^31^.

Here lithium alone was associated with increased expression of p65^ser536^ (NF-κB/RelA) (Fig. 4a,b) with increased *Jag1* evident from the network plot (Supplementary Fig. S2a). Therefore, we investigated if *Notch1* expression was increased. The spatial distribution of *Notch1* was determined using RNAscope which was found predominantly in the interstitium with minimum expression in the tubular cells (Fig. 6b). Regions associated with increased *Notch1* expression overlapped with PDGFrβ positive cells, suggesting that these were Notch 1 positive pericytes. Furthermore, the in-situ images demonstrated reduced *Notch 1* positive pericytes with amiloride exposure, further supporting an anti-inflammatory function for amiloride use.

## Discussion

In this study, we identified genes and pathways involved in lithium induced progressive interstitial fibrosis and how amiloride interacts with these pathways to down-regulate the progression of interstitial fibrosis (Fig. 7). The top candidates identified by RNA sequencing, validated using immunohistochemistry and immunofluorescence, included activated PI3k/Akt, p53 and its downstream target p21, NF-κB/p65^ser536^, and CD3 T cells. Other targets included Notch1 positive PDGFrβ pericytes involved in pericyte to myofibroblast transformation, recently identified as a regulator of kidney fibrosis^30^. On the basis of these results, we highlight molecular targets that are modified by the actions of amiloride in combination with lithium.

**Figure 7:**
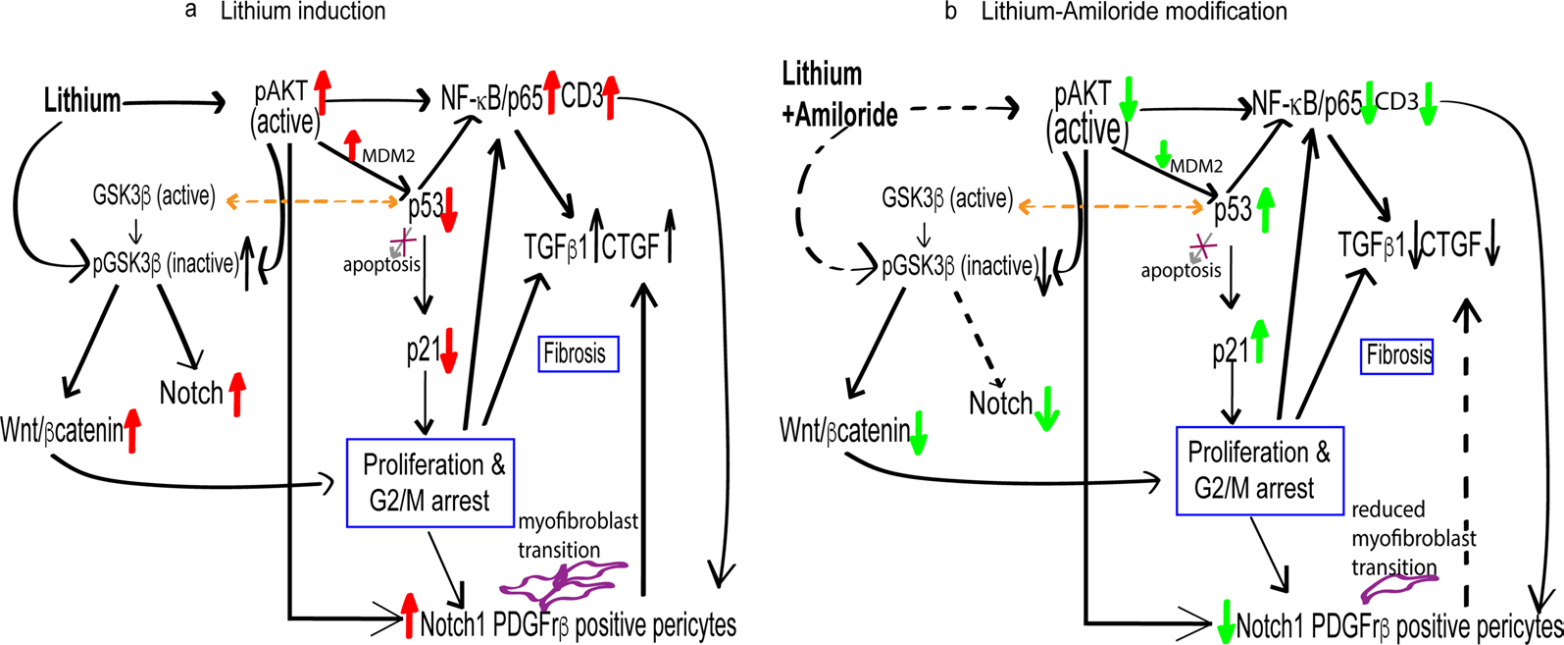
Overview of pathways altered by lithium and amiloride found in this study and supported from the literature. From this study: (**a**) Lithium leads to increased active AKT (pAKT), increased Wnt/βcatenin potentially via increasing levels of phosphorylated pGSK3β (inactive), increased NF-κB/p65, infiltrating CD3 T cells and decreased p53 function via MDM2*. It also promotes PDGFβ production and the recruitment and accumulation of notch1 positive PDGFrβ pericytes leading to increase profibrotic cytokines TGFβ1 and CTGF promoting fibrosis^3^. (**b**) Amiloride administered in combination with lithium reduces active AKT (black dotted line) decreased Wnt/βcatenin potentially via decreasing levels of phosphorylated pGSK3β (inactive), decreased NF-κB/p65 and increased p53 that in turn further negatively regulates NF-κB/p65 with decreased infiltrating CD3 T cells. A robust p53 response results in downstream targets of p53 including p21 to be increased. PDGFrβ production is reduced resulting in reduced Notch1 positive PDGFrβ pericytes in the interstitium and a decrease in profibrotic cytokines TGFβ1 and CTGF (dashed black line). The reduced inflammation leads to reduced fibrosis^3^. From the literature: Lithium directly inactivates constitutively active glycogen synthase kinase 3β (GSK3β) by phosphorylation (pGSK3β)^32^. Inactive pGSK3β activates and increases Wnt/βcatenin signalling that causes cell arrest contributing to pericyte recruitment^38,78^ and fibrosis^39^. Active GSK3β is required for transactivation of p53^41^ (dashed yellow line) and inactive pGSK3β enhances Notch1 activity. Lithium-Amiloride could potentially be reducing the inactive pGSK3β that could lead to reduced expression of Notch1 (dashed black lines)^45,46^. *Data derived through cell culture (not shown, unpublished study).

Lithium induced interstitial fibrosis is initiated following G2M arrest that is associated with a maladaptive response with persistent inflammation^8,20^. Lithium directly inhibits GSK3β^32^ and indirectly via activation of AKT through PI3k/Akt signalling^33^. Physiologically, GSK3β is constitutively expressed and required for cell cycle turnover^34,35^, but inhibition of GSK3β leads to stabilization of β-catenin, as seen with increased β-catenin expression following lithium treatment in the tubular epithelial cells lining the dilated distal tubules^36,37^. Activated Wnt causes cell arrest in the G2M phase^38^, which is associated with increased interstitial fibrosis^39^ mediated via increased activation of pericytes along with pericyte to myofibroblast transformation^40^. Of interest, we did not observe any changes in GSK3β gene expression. 

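With lithium *Gsk3b* stood at 28 days at 26.2 ± 2.26 CPM (SD, n = 6) against 22.5 ± 2.64 CPM (SD, n = 6) in the control group. Its log2 fold change was 0.22 (standard error 0.0824, adjusted p = 0.0699) by edgeR. With lithium-amiloride it had 0.19 (standard error 0.0851, adjusted p = 0.441) against lithium and 0.40 (standard error 0.0857, adjusted p = 0.00211) against control, under the fold threshold. At 6 months it had 0.12 (standard error 0.13, adjusted p = 0.544) in the tables' lithium against control (labelled control, n = 4, against labelled lithium-amiloride, n = 3) and 0.17 (standard error 0.12, adjusted p = 0.519) in lithium-amiloride against lithium (labelled lithium, n = 3).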

A possible explanation is that as GSK3β is ubiquitously expressed, total GSK3β may not change, rather the intracellular ratio of active GSK3β versus inactive pGSK3β is critical for the observed changes seen. As the role of GSK3β in lithium induced changes are well documented in other studies^36,37^ we focused on the regulatory pathways upstream of GSK3β as well as other linked pathways associated with lithium induced fibrosis.

p53 and NF-κB signalling pathways are both activated under cellular stress and have opposing outcomes with p53 promoting anti-inflammatory responses and NF-κB promoting pro-inflammatory responses^21,22^. p53 expression was increased in dilated tubular epithelial cells suggesting increased stress following lithium exposure. A robust p53 response may be compromised with lithium, given that GSK3β activity is required for p53 function and lithium inhibition of GSK3β would indirectly down-regulate p53 function^41^. In addition, pAKT^ser473^ which was increased in the dilated tubular epithelial cells with lithium, would also down-regulate p53 function by directly interacting with MDM2 leading to ubiquitination of p53^24^. From the RNA seq data, we found *MDM4 at* 6 months and *MDM2* gene expression at 14 days significantly increased with lithium consistent with lithium reducing p53. 

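*Mdm4* (ENSRNOG00000009696), a relative of the ubiquitin ligase *Mdm2*, had a log2 fold change of 0.51 (standard error 0.11, adjusted p = 0.00958) by edgeR at 6 months in the lithium against control comparison of the authors' deposited tables (labelled control, n = 4, against labelled lithium-amiloride, n = 3). That call was lost with all 12 libraries (adjusted p = 0.0954), and at 14 days *Mdm4* had 0.0306 (standard error 0.14, adjusted p = 0.902). *Mdm2* had 0.51 (standard error 0.0549, adjusted p = 2.18e-06) with lithium at 14 days and 0.24 (standard error 0.0777, adjusted p = 0.0549) at 6 months. At 14 days it stood at 64.7 ± 4.04 CPM (SD, n = 6) against 45.5 ± 2.67 CPM (SD, n = 6) with control. Its 14-day change lay under the fold threshold without control 1 or lithium 1, 2 or 6 (log2 fold change 0.476 to 0.499). Against lithium, *Mdm2* had -0.20 (standard error 0.057, adjusted p = 0.0688) at 14 days with lithium-amiloride.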

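*Tert* (ENSRNOG00000025327) was higher with lithium at 28 days too, at 4.78 ± 0.554 CPM (SD, n = 6) against 2.37 ± 0.741 CPM (SD, n = 6) with control. The log2 fold change of *Tert* was then 1.00 (standard error 0.17, adjusted p = 0.000716) by edgeR. At 6 months it had 1.21 (standard error 0.16, adjusted p = 0.00113) in the tables' lithium against control (labelled control, n = 4, against labelled lithium-amiloride, n = 3). With lithium-amiloride against lithium it had -0.16 (standard error 0.16, adjusted p = 0.648) at 14 days and 0.15 (standard error 0.15, adjusted p = 0.654) at 6 months (labelled lithium, n = 3, against labelled control).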

Other negative regulators of p53, were increased including Tert^42,43^. Given activated pAKT^ser473^ increases *Tert*^44^, upregulation of *Tert* offers another explanation for the reduced p53 function following lithium induced damage.

This study found that co-administration of amiloride significantly reduced inflammation and fibrosis. Amiloride reduced pAKT^ser473^ expression and increased p53 which could explain the decrease in NF-κB/p65 expression, and decreased recruitment of *Notch1* positive PDGFrβ and CD3 T cells in the interstitium. Collectively these changes were associated with reduced inflammation and a decrease in profibrotic cytokines TGFβ1 and CTGF with a marked reduction in interstitial fibrosis^3^. Lithium-amiloride could also potentially reduce pGSK3β^ser9^ (inactive) expression, allowing active GSK3β mediated down-regulation of *Notch1* expression further contributing to the downregulation of activated pericytes as previously demonstrated^45,46^. In this study, we were not able to demonstrate successful GSK3β and pGSK3β^ser9^ co-staining with *Notch1* to further support this conclusion.

Further support for an enhanced role for p53 with amiloride, comes from the lithium-amiloride treatment group having increased microRNA34a expression. This microRNA is transactivated by p53^23^ and together are able to suppress Wnt/βcatenin signalling that has been implicated in kidney fibrosis^47^. Other studies have suggested that miRNA34a is downregulated by Notch1^48^. This also supports the observations seen in this study. Overall, the results suggest that reduced pAKT^ser473^ signalling is an essential component in amiloride-induced reduction in interstitial fibrosis. Increased p53 expression could be potentiated via a feedback loop mediated through PTEN further inhibiting pAKT^49^.

Increased expression of PDGFrβ positive pericyte accumulation is an essential component of interstitial proliferation in response to injury and the development of interstitial fibrosis^50–52^. Notch signalling plays an important role in the development and transition of pericytes into myofibroblasts^27^. Studies have shown active pAKT^ser473^ is essential for activation of Notch signalling^53^. Co-labelling sections with αSMA clearly showed sparse but distinct co-localisation of PDGFrβ postive pericytes to αSMA labeled myofibroblasts in the interstitium. Taken together the co-localisation of *Notch1 and* PDGFrβ (Fig. 6) and pAKT^ser473^ and PDGFrβ expression in interstitial cells (Supplementary Fig. S8) upon lithium exposure supports the concept of Notch-mediated PDGFrβ positive pericytes being recruited to sites of damaged tubules and transitioning into myofibroblasts mediated via active pAKT^ser473^ in response to chronic lithium exposure.

Co-administration of amiloride with lithium from day 0 did not prevent the changes in cell proliferation and G2M arrest leading to the dilated cystic tubules that were evident at 14 and 28 days. Lithium at therapeutic doses is thought to suppress GSK3β activity by approximately 25%^35,54^. So clearly in this model there is not complete inhibition of GSK3β activity. Amiloride would reduce cellular uptake of lithium via inhibition of sodium channels and therefore potentially reduce intracellular lithium concentrations which may allow a reduction in GSK3β inhibition. This was observed with increase in p53, p21, reduced *Notch1* and reduced NF-κB/p65 mediated inflammation that was evident from as early as day 14 with amiloride co-treatment. However, clearly amiloride did not counteract all of the pathways associated with lithium induced cellular injury, especially those related to tubular epithelial cell proliferation and subsequent G2/M arrest^6–8^.

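*Ccnd1* (ENSRNOG00000020918) had a log2 fold change of -0.16 (standard error 0.12, adjusted p = 0.533) with lithium-amiloride against lithium at 14 days, 0.42 (standard error 0.12, adjusted p = 0.185) at 28 days and 0.67 (standard error 0.0775, adjusted p = 0.00213) at 6 months in the authors' deposited grouping (labelled lithium, n = 3, against labelled control, n = 4) by edgeR. Of the S phase list 10 of 17 rose with lithium at 14 days (13 higher and 0 lower adjusted over the list alone, adjusted p = 0.00213 by camera and 0.347 with an estimated correlation), with the replication licensing factor *Cdt1* at 1.02 (standard error 0.18). With the lithium-amiloride 2 library put back 9 rose. With lithium-amiloride at 14 days 1 of these fell, the cell cycle transcription factor *Mybl2* at -0.86 (standard error 0.21). The list then had 0 higher and 9 lower adjusted over the list alone (adjusted p = 0.000122 by camera and 0.228 with an estimated correlation). The call of *Mybl2* was lost without lithium 2 or 5 or lithium-amiloride 1, 3, 4 or 5 (adjusted p = 0.0544 to 0.0688).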

Activated p53 can lead to induction of downstream target genes including *cdkn1a/p21* and *Bax*, and depending on the stimulus, causes either cell arrest^55^ or apoptosis^56^ respectively. Following short term (4–13 days) lithium treatment, de Groot et al.^8^ demonstrated that proliferating principal cells were arrested at the G2/M phase which may contribute towards fibrosis^8^. In the current study, lithium alone and lithium-amiloride was associated with increased p21 expression compared to controls. In other models of kidney fibrosis, an increase in p21 expression has been linked to G2/M cell arrest^57^. This would suggest that lithium is having a direct effect on p21 expression which is not modified by amiloride. The proliferating tubular epithelial cells arrested at the G2/M phase, following lithium induced increased expression of p21, leads to a pro-inflammatory state with activation of NF-κB/p65 mediated inflammation and increased expression of pro-fibrotic cytokines^39^. However, the robust increase in p53 expression as well as the observed increased p21 expression in the dilated tubular epithelial cells in the lithium and amiloride, may in part explain^8^ the reduced fibrosis when compared to the lithium alone group.

Tumor suppressor p53 regulates the cell cycle and the arrest after cell lineage decision is made via Notch signalling^58^. Lineage decision, inductive signalling and later inhibition are the main functions of Notch signalling^59^. Active Notch favors principal cell development, whereas inactive Notch favors intercalated cell development^60^. Lefort et al., using a keratinocyte cancer and squamous cell carcinoma lines, showed that *Notch1* is a target of p53 with an active role in tumor suppression^61^. Lithium induced tubular injury is associated with principal cells de-differentiating to intercalated cells^6,7,62,63^. Increased *Foxi1* transcription, a key marker of intercalated cells^60^ with lithium treatment was significantly and differentially expressed at 28 days and 6 months (0.94 and 1.05 log 2FC, respectively) (Supplementary Dataset 1). 

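*Foxi1* stood with lithium at 28 days at 47.7 ± 14.1 CPM (SD, n = 6) against 24.6 ± 7.35 CPM (SD, n = 6) with control. Its log2 fold change was 0.95 (standard error 0.20, adjusted p = 0.00383) by edgeR. Control 1 had 38.6 CPM, against 18.4 to 25.1 CPM in the other controls, and without it *Foxi1* had 1.13 (adjusted p = 0.00036). At 6 months it had 1.07 (standard error 0.0835, adjusted p = 5.07e-05) in the lithium against control comparison of the authors' deposited tables (labelled control, n = 4, against labelled lithium-amiloride, n = 3). There it stood at 64.4 ± 6.19 CPM (SD, n = 4) against 30.7 ± 2.53 CPM (SD, n = 3). These means are scaled over the genes tested and the libraries compared, and the values of single libraries over all genes and deposited libraries. With lithium-amiloride against lithium it had -0.76 (standard error 0.21, adjusted p = 0.15) at 28 days and -0.53 (standard error 0.0812, adjusted p = 0.00816) at 6 months (labelled lithium, n = 3, against labelled control), and at 14 days 0.29 (standard error 0.17, adjusted p = 0.221) with lithium. With all 12 libraries of 6 months neither change passed (adjusted p = 0.0751 and 0.572), and without labelled control 1 the second was -0.48 (adjusted p = 0.00814). Of 16 intercalated cell genes 8 rose with lithium at 28 days (8 higher and 0 lower adjusted over the list alone, adjusted p = 0.000293 by camera and 0.606 with an estimated correlation), among them the proton pump subunit *Atp6v1g3* at 1.14 (standard error 0.18). Principal cell genes fell in 6 of 11 (adjusted p = 6.06e-05 by camera and 0.331 with an estimated correlation), with *Aqp2* at -2.84 (standard error 0.21, adjusted p = 1.27e-07). Other cell types moved in the same comparison, with thick ascending limb genes higher in 4 of 8 and podocyte genes lower in 5 of 8, and the median mitochondrial share of the counts was 31.9% with control and 19.7% with lithium. Untreated control 1 also stood above the other controls in intercalated cell genes, by a list median of 1.14 (log2). In principal cell genes it stood above them too, by 0.717, against the direction of lithium.

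**Figure D4:**
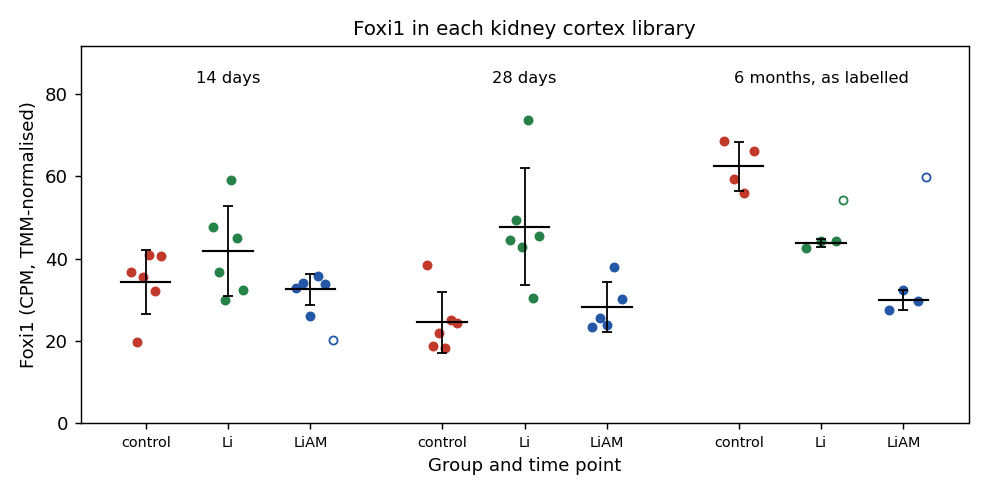
Foxi1 in each library, in TMM-normalized counts per 1000000 on the vertical axis, by group and time point. Filled points are the libraries the paper compared, open points those it left out, and bars the mean and SD of the filled points. The 6-month groups are drawn as labelled, and the open point of the libraries labelled lithium-amiloride lies at 59.8 CPM.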

Given lithium treatment can alter the ratio of principal to intercalated cells, it is not surprising that in this study *Notch1* expression was predominantly seen in the interstitium and not in the tubular epithelial cells due to the reduction of principal cells. Notch1 signalling has also been implicated in enhancing fibrosis and its inhibition rescuing fibrosis^64^.

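*Cd44* (ENSRNOG00000006094) and *Wnt7b*, members of the Wnt target list, were higher with lithium at all 3 times. At 6 months, in the authors' deposited grouping (labelled control, n = 4, against labelled lithium-amiloride, n = 3), they had log2 fold changes of 1.51 (standard error 0.13, adjusted p = 6.88e-05) and 2.67 (standard error 0.32, adjusted p = 0.000616) by edgeR. Wnt targets rose in 5 of 9 at 28 days (adjusted p = 8.76e-05 by camera and 0.0592 with an estimated correlation) and 5 of 9 at 6 months (adjusted p = 5.77e-06 by camera and 0.0394 with an estimated correlation). The NF-κB list had a median of 0.32 at 28 days (adjusted p = 0.0308 by camera and 0.555 with an estimated correlation), and the camera call was lost without control 1 or 4 or lithium 5 (adjusted p = 0.0505 to 0.0798). Of the aldosterone list 3 rose and 4 fell at 28 days (adjusted p = 0.59 by camera and 0.812 with an estimated correlation). *Sgk1*, a kinase induced by aldosterone, was at -0.91 (standard error 0.24) at 14 days and *Hsd11b2* at -1.24 (standard error 0.18) at 28 days. The aldosterone list's median at 6 months was -0.17 (adjusted p = 0.0139 by camera and 0.507 with an estimated correlation). S phase genes rose in 2 and fell in 1 of 16 at 28 days (adjusted p = 0.166 by camera and 0.627 with an estimated correlation) and rose in 3 of 16 at 6 months (adjusted p = 0.108 by camera and 0.642 with an estimated correlation).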

In conclusion, the previously demonstrated lithium induced overexpression of number of intracellular pathways including ‘cell cycle signalling’, ‘NF-κB signalling’, ‘p53 signalling’, ‘Wnt signalling’ and ‘aldosterone up-regulated genes’^9^ was confirmed at later time points of 14 days, 28 days and at 6 months. Combined treatment with amiloride, significantly downregulated the expression of those gene pathways associated with inflammation resulting in a marked reduction in interstitial fibrosis. The interaction of these pathways are summarized in Fig. 7. However, the lithium induced cell proliferation and G2/M growth arrest which is associated with dilated distal tubules and altered tubular epithelial cells, was not modified by amiloride. This would suggest that amiloride does not modify ‘cell cycle signalling’ pathways directly. 

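Genes of G2 and M phase had a median log2 fold change of -0.25 with lithium at 14 days (adjusted p = 0.482 by camera) and -0.0481 with lithium-amiloride against lithium (adjusted p = 0.746). At 28 days 6 of 11 fell and 1 rose with lithium (1 higher and 8 lower adjusted over the list alone, adjusted p = 0.0275 by camera and 0.586 with an estimated correlation). Those that fell included the mitotic kinase *Cdk1* (ENSRNOG00000000632) at -0.82 (standard error 0.19) and its partner *Ccna2* at -0.63 (standard error 0.18) by edgeR, and the kinase *Nek2* rose by 0.51 (standard error 0.14). *Nek2* lay under the fold threshold without control 4 or lithium 4 or 6 (log2 fold change 0.424 to 0.489), and the camera call was lost without lithium 5 (adjusted p = 0.0505). With lithium-amiloride against lithium at 28 days the list had a median of 0.32 and 4 members higher adjusted over the list alone (adjusted p = 0.00212 by camera and 0.456 with an estimated correlation). At 6 months the median was -0.0357 in the authors' deposited grouping (labelled lithium, n = 3, against labelled control, n = 4, adjusted p = 0.787 by camera).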

Further studies are underway to examine the anti-inflammatory actions of amiloride.

## Methods

### Kidney fibrosis animal model

Rat kidney cortical tissue from our previously published long-term (6 months) animal model^2,3^ was used here alongside rat kidney cortical tissue from short term lithium treated animals (14 and 28 days). Animals were fed lithium for 6 months and co-administered amiloride for five months that maintained plasma lithium levels equivalent to that used therapeutically^2,3,65^. The animal studies were performed in accordance with ARRIVE guidelines.

Short term animal study for 14 and 28 days included male Wistar rats (~ 200 g) from the Hercus-Taieri Resource Unit, University of Otago that were separated into three groups; Control n = 6, lithium alone (Li, n = 6), and lithium with amiloride (LiAM, n = 6). Here animals were treated following the protocol from our previous study but were instead given amiloride from day zero along with lithium. Anesthetised animals were euthanized using decapitation (guillotine). Excised kidney tissue was either frozen and stored at − 80 °C in RNAlater®, or fixed in 10% neutral buffered formalin (NBF) and processed into formalin fixed paraffin embedded (FFPE) blocks for downstream analysis. Ethical approval for the protocols described here was given by the University of Otago Animal Ethics Committee (81/14), under New Zealand National Animal Welfare guidelines.

To induce chronic interstitial fibrosis, the protocol from Croft et al. was modified^3^. The diets were administered as follows: control rats were given a normal chow diet (Speciality Foods, Perth, Australia), lithium alone group received 40 mmol lithium/kg dry food for the first 7 days, followed by 60 mmol lithium/kg dry food (lithium diet) for up to 14 or 28 days and the LiAM group were given standard chow with lithium and amiloride drinking water containing 0.2 mmol/l amiloride (Sigma Aldrich, USA). This protocol results in plasma lithium levels comparable to therapeutic levels in human plasma (0.8–1.3 mmol/l) and minimizes the reduced weight gain that can be caused by lithium. To enable adequate mixing with the drug, all pellets were pulverized with a kitchen blender, sifted, ground into a fine powder in a small blender and sifted again. All rats administered lithium received a salt block to maintain sodium balance and to prevent lithium intoxication. Water and food intake was measured every day and body weight every other day. For the last two days of the experiment, rats were housed individually in metabolic cages on a 12:12 h light–dark cycle and allowed to settle for 21 h.

### Blood plasma and urine analysis

Blood and urine analyses were performed to characterize the effect of lithium and amiloride on kidney function. The analyses for the six-month study were performed and published previously^3^. For the 14- and 28-day studies the osmolality of urine and plasma was measured using Wescor 5500 Vapro® Osmometer (Logan, UT, USA). Sodium and potassium ion concentrations were determined by flame photometry (SEAC FP20, Italy), and chloride ions in the plasma were determined electrometrically using a Cotlove chloride titrator (American Instrument Co., Silver Spring, MD, USA). Lithium-ion concentration in plasma was measured with a contrAA® 700 High-Resolution Continuum Source atomic absorption spectrometer (Analytik Jena AG, Germany). Creatinine in urine was measured according to Jaffe’s method (Pointe Scientific Inc., Canton, MI, USA), and urea (blood urea nitrogen (BUN); Pointe Scientific Inc., Canton, MI, USA) was measured in plasma. Total urinary protein was determined with a bicinchoninic acid (BCA) assay (Pierce Chemical Co., ThermoFisher Scientific, Rockford, IL, USA). Blood and urine analysis are given in Supplementary Table 1.

### Quantifying interstitial fibrosis

Kidney sections of 4 µm stained with Masson’s trichrome (MST) were used to estimate the percentage of collagen deposition indicative of interstitial fibrosis. Aperio Imagescope (Aperio, Vista, California, USA) software at × 200 magnification was used with the grid function. From ten random fields around the cortex, 4000 grids per field were made and MST staining in areas around the dilated tubules or tubules in the cortex of control group was counted. Thin layer of staining around the vessels was excluded. Positive number of squares per field were divided from 4000 grids per field to get the percent positive area of interstitial fibrosis.

### RNA extraction and quantification

RNA was isolated from the cortical region of the frozen kidney using TRIzol™ (Thermo Fisher Scientific), and the Total RNA Purification Kit (Norgen Biotek Corp, Ontario, Canada). RNA was quantified using NanoPhotometer N60/N50 spectrophotometer (IMPLEN, CA, USA) and integrity verified using RNA 600 Nano 6000 Assay kit with Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

### RNA sequencing

Library generation for RNA sequencing was performed using Illumina TruSeq Stranded mRNA IDT for Illumina Unique Dual Indexing then run on the HiSeq 2500 V2 Rapid sequencing platform with Single end 100 base pair reads at the Otago Genomics Facility. Raw data was subject to Quality Control (QC) using FastQC version 0.11.9. Adaptor sequences and low quality sequences (Phred score < 30) were trimmed using Cutadapt version 2.6^66^. Reads were aligned against the rat reference genome (*Ensembl Rnor6.0*) using HISAT2 version 2.1.0^67^ and annotated with *Rnor 6.0.85.gtf* from *Ensembl*^68^. Aligned reads were counted by exon and summarized by gene using featureCounts version v1.5.3^69^. Counts were normalized for differential gene expression using Wald Test from DESeq2 package (version 1.30.1)^70^ performed locally on R (version 4.0.2) and RStudio™ (version 1.3.1093)^71^. *P*.values were adjusted for multiple testing using Benjamini Hochberg correction. Genes were considered statistically differentially expressed if the criteria of False Discovery Rate (FDR) < 0.05 and log2 fold change of ± 0.5 (FC ± 0.5) were satisfied. Overrepresentation of ontologies and signalling pathways were derived using Metascape^72^ and NetworkAnalyst^73^. Genes of interest were selected based on function and validated using immunohistochemistry. MicroRNA data derived using nCounter Rat miRNA Assay Kit (cat#GXA-RMIR-12) normalized using NanoStriDE for pre-analysis^74^ and NanostringNorm^75^.

### Immunohistochemistry and immunofluorescence

Kidney sections (4 µm) from FFPE tissue blocks were subjected to immunohistochemistry and immunofluorescence (IHC) on a fully automated system (Leica Bond RXm, Leica Biosystems, Illinois, USA) according to the manufacturer’s instructions. Antigen retrieval treatment and antibody dilution was optimized for each antibody (Supplementary Table 2). Slides were then scanned using Aperio Scanscope CS digital pathology system (Aperio, Vista, California, USA). Stained slides were analyzed for total and positive nuclear staining for p53, p21, p65^Ser536^ and cytoplasmic staining for pAKT^Ser473^. This was performed by randomly selecting ten sections within the kidney cortex tissue at 200 × magnification. Positive and total number of cells were measured using cell counter tool on Fiji by ImageJ. Fluorescent staining was performed using the OPAL 7-Color Kit for Multiplex IHC (Akoya Biosciences, Massachusetts, USA). Multiplex staining using fluorophores OPAL 520, 570, 620, 690 and spectral DAPI was performed using automated staining. All fluorophores were used at a dilution of 1:100. Slides were mounted using ProLong™ Gold Antifade Mountant (Thermo Scientific) and scanned using Aperio VERSA digital pathology system (Leica Biosystems). Slide images were analyzed using Fiji by ImageJ software^76^. Quantification of β catenin signal was performed using the Membrane v9 algorithm by Aperio Technologies (Vista, California). Intense positive signals from β catenin expression was scored as 3 + by the membrane v9 algorithm. Percentage of tubules with a score of 3 + positive tubules were used to graphing.

### RNAscope: in situ hybridization

RNAscope 2.5 HD Assay-BROWN manual kit™ (Advanced Cell Diagnostics, Newark, CA, USA) was used to measure custom designed probe for *Notch1* specific to *Rattus Norvegicus* (Ref: 847361), positive control Rn-UbC (*Ubiquitin C*) and negative control probe (the bacterial gene *DapB*) on FFPE serial tissue sections (4 µm). The manufacturer’s protocol for the 2.0 HD Detection Kit (BROWN) assay for kidney tissue was followed. Slides were scanned using Aperio VERSA digital pathology system (Leica Biosystems). Semi-quantification was performed using trainable Weka segmentation for use with RNAscope in situ Hybridization on ImageJ^77^.

### Statistical analysis

One-way ANOVA followed by Tukey’s multiple comparisons test was performed using GraphPad Prism 9.0.0 (GraphPad Software, California USA, Version 9.4.1(458), https://www.graphpad.com/scientific-software/prism/). A *P* value less than 0.05 (*P* < 0.05) was considered significantly different.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

Raw files for RNA sequences (FASTQ format) and Nanostring data are deposited in Gene Expression Omnibus with accessions numbers: GSE178950 and GSE178695, respectively.

# Supplementary material for: Reduction of lithium induced interstitial fibrosis on co-administration with amiloride
**Source:** Sci Rep. 2022 Aug 26;12:14598. doi: 10.1038/s41598-022-18825-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Supplementary Material

Supplementary Table 1: Plasma and urine physiological parameters of rats treated for 14 days or 28 days with normal food (CTR) or with lithium (Li), lithium + amiloride (LiAM). Values are represented as means $\pm$ SE. All *P* values are compared to CTR.

Treatment	<i>CTR</i>		<i>Li</i>		<i>LiAM</i>	
Duration	14d	28d	14d	28d	14d	28d
<i>Plasma composition</i>						
Na ⁺ , mmol/l	144 ± 1	141 ± 1	141 ± 1	138 ± 1	145 ± 2	145 ± 8
K ⁺ , mmol/l	6.4 ± 0.2	5.5 ± 0.3	5.5 ± 0.3	6.0 ± 0.3	6.7 ± 0.4	6.9 ± 0.5
Li ⁺ , mmol/l	/	/	1.72 ± 0.09	1.37 ± 0.08	1.72 ± 0.15	1.46 ± 0.14
Cl ⁻ , mmol/l	100.3 ± 1.9	93.7 ± 1.3	99.6 ± 3.5	100.4 ± 3.3	100.9 ± 2.2	102.9 ± 3.1
Osmotic pressure, mosmol/kgH ₂ O	305 ± 3.4	297 ± 5.3	303 ± 2.7	301 ± 4.6	307 ± 1.6	300 ± 6.3
<i>Urine composition</i>						
Urine output, µl/min/kg BW	3 ± 1	5 ± 1	461 ± 24**	643 ± 40**	189 ± 24*	209 ± 24*
Na ⁺ , mmol/l	120 ± 11	184 ± 18	19 ± 2	21 ± 2	157 ± 20	150 ± 9
K ⁺ , mmol/l	303 ± 21.8	406 ± 47.7	14 ± 0.5	12 ± 0.6	41 ± 3.6	36 ± 4.6
Cl ⁻ , mmol/l	174.6 ± 23.1	253.5 ± 13.9	25.0 ± 3.3	26.0 ± 3.2	118.6 ± 16.2	133.1 ± 7.8
Protein, mg/h/100g	1.07 ± 0.32	1.34 ± 0.20	3.03 ± 0.04	3.60 ± 0.47	4.15 ± 0.09	3.13 ± 0.27
Total Na ⁺ excretion (mmol/24h)	0.48 ± 0.17	0.77 ± 0.16	2.49 ± 0.19	5.67 ± 0.77	8.87 ± 1.05	12.27 ± 1.55
Total K ⁺ excretion (mmol/24h)	1.21 ± 0.42	1.62 ± 0.21	1.82 ± 0.07	3.08 ± 0.24	2.29 ± 0.14	2.78 ± 0.24
Total Cl ⁻ excretion (mmol/24h)	0.48 ± 0.16	1.08 ± 0.25	3.28 ± 0.36	7.05 ± 1.02	6.48 ± 0.66	10.79 ± 1.29

* $P < 0.05$

** $P < 0.01$

/ not determined

Supplementary Table 2: Antigen retrieval and antibody dilutions used for immunohistochemistry

Name	Clone	catalogue number and Company	Heat-induced epitope retrieval (ER) solution and time (mins)*	Dilution
(Active) β -Catenin (Ser33/37/Thr41)	D13A1	Cell Signalling Technologies (#8814)	ER 2, 20 mins	1/1500
Phospho-NF- κ B p65 (Ser536)	93H1	Cell Signalling Technologies (#3033) (Massachusetts, USA)	ER 1, 20 mins	1/200
CD3	-	Abcam (ab5960)	ER 1, 20 mins	1/100
p53	Sp5	Cell Marque (California, USA)	ER 2, 20 mins	1/50
p21	EP147	Cell Marque	ER 2, 20 mins	1/50
Phospho-Akt (Ser473)	D9E	Cell Signalling Technologies (#4060)	ER 2, 20 mins	1/100
PDGFR beta - C-terminal	Y92	Abcam (ab32570)	ER 2, 20 mins	1/1000
alpha smooth muscle actin	E184	Abcam (ab184705)	ER 2, 20 mins	1/1000

*Solutions from Leica Biosystems

Supplementary Figures

Supplementary Figure S1

a Principal component analysis of all samples from 6 months

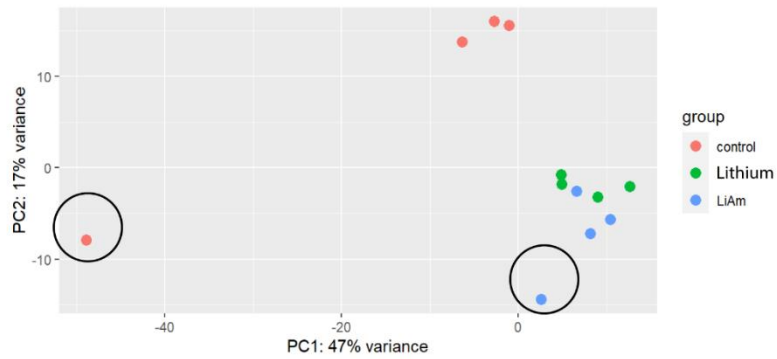

b Principal component analysis of all samples from 14 days

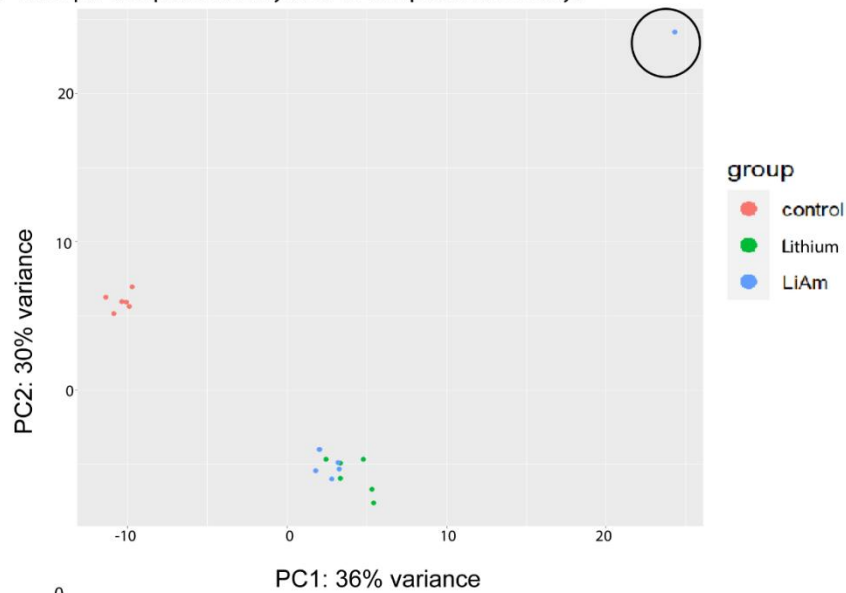

c Principal component analysis of all samples from 28 days

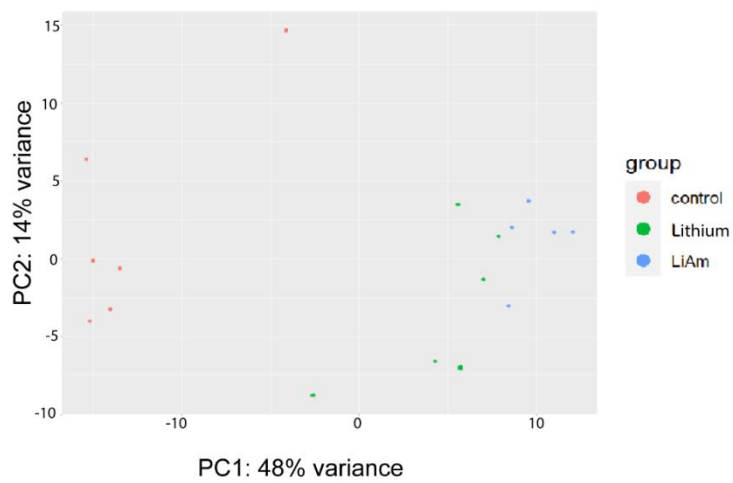

Supplementary Figure S1. Principal component analysis of all samples including outliers from **a)** 6 months and **b)** 14 days including the outliers (circled) and **c)** at 28 days with no outliers.

Supplementary Figure S2

a Lithium/Control group

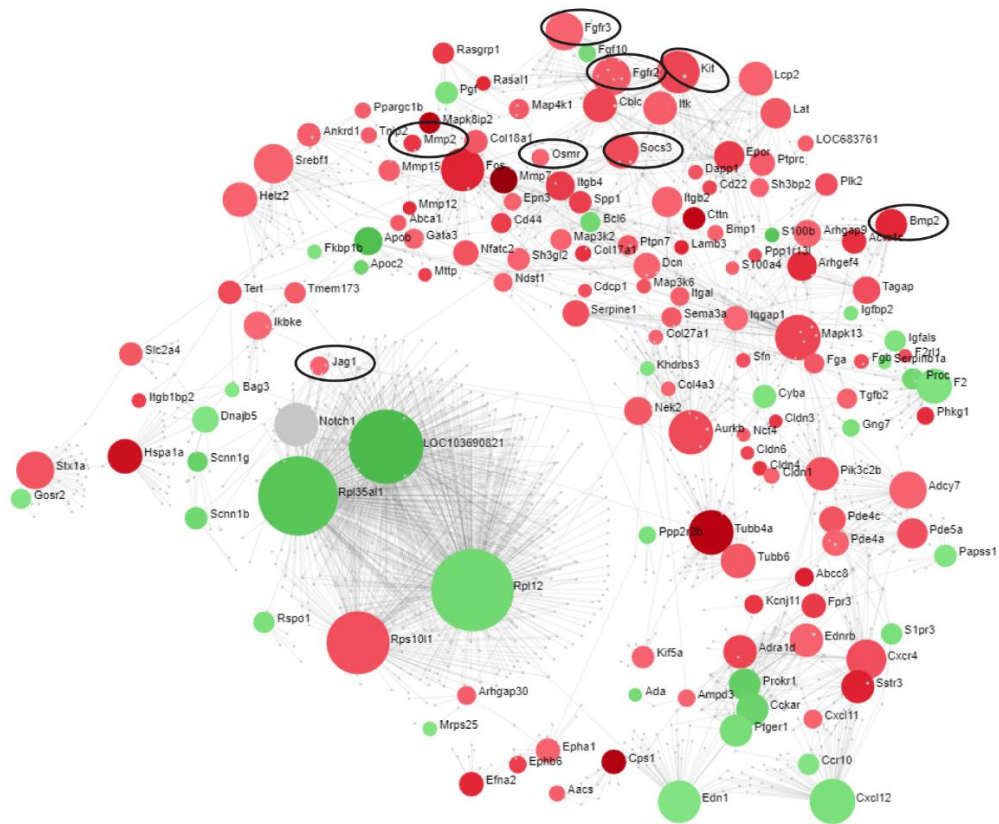

b LithiumAmiloride/Lithium group

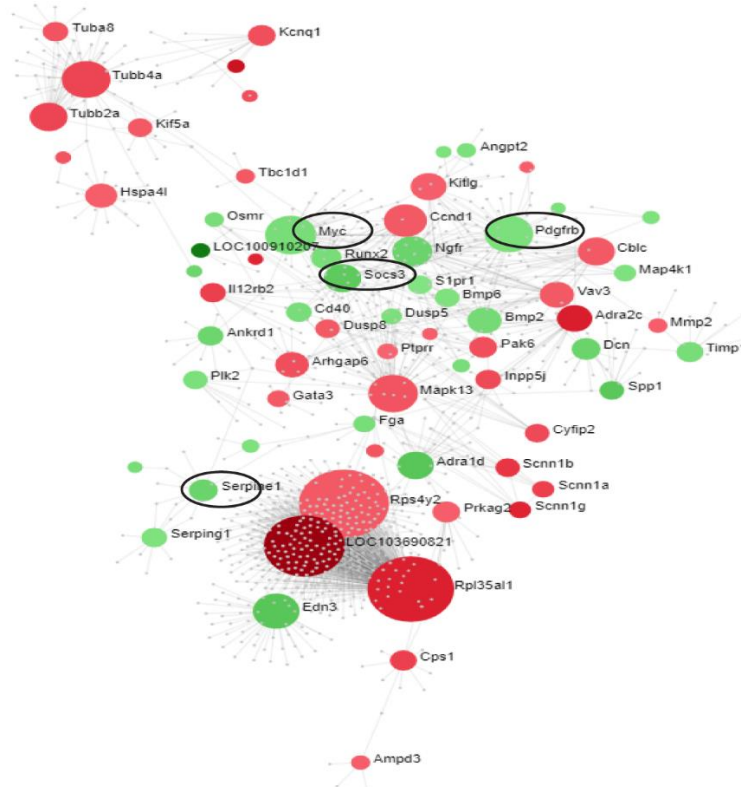

Supplementary Figure S2: Network analysis of differential gene expression of **a)** lithium versus controls. **b)** LithiumAmiloride versus lithium alone.

Supplementary Figure S3

a Network of genes in Lithium/Control at 14 days (n=1807)

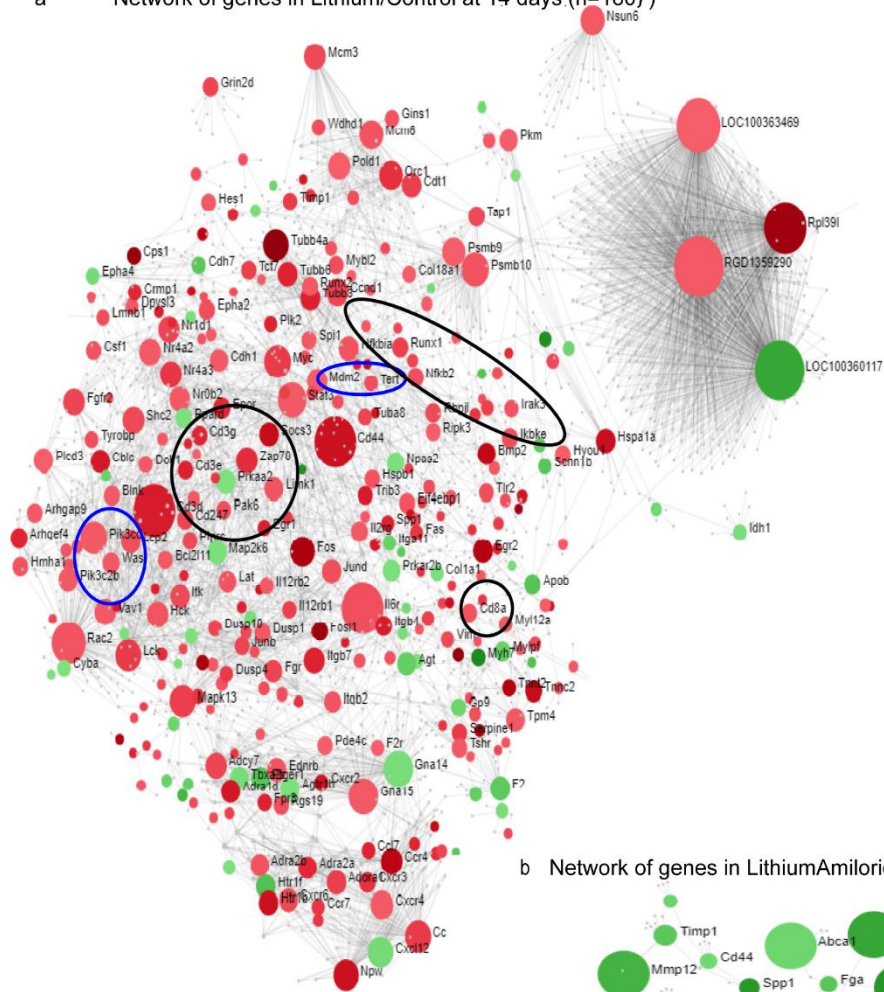

b Network of genes in LithiumAmiloride/Lithium at 14 days (n=439)

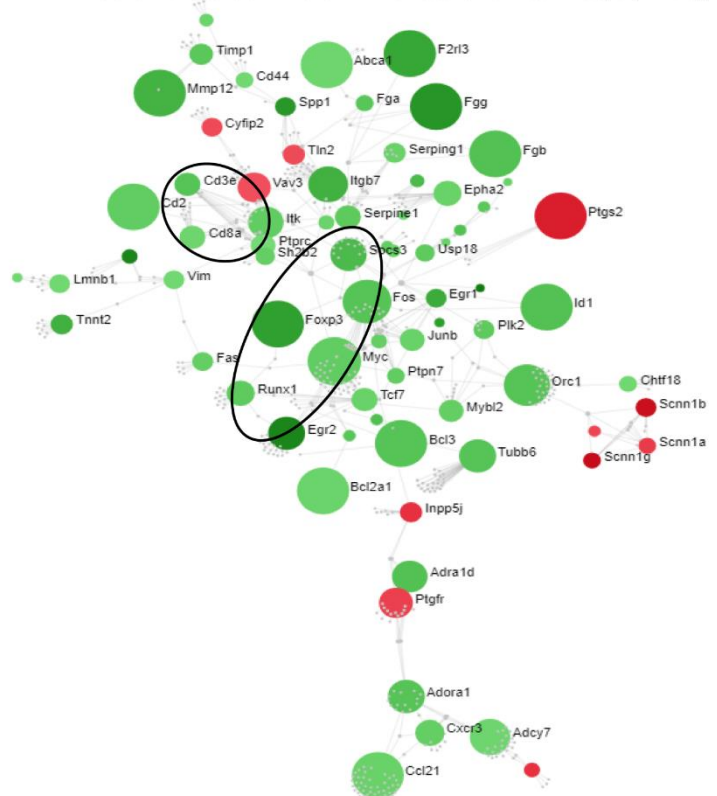

Supplementary Figure S3: Network analysis of from differential gene expression of a)

Lithium/control and b) LithiumAmiloride/Lithium at 14 days.

Supplementary Figure S4

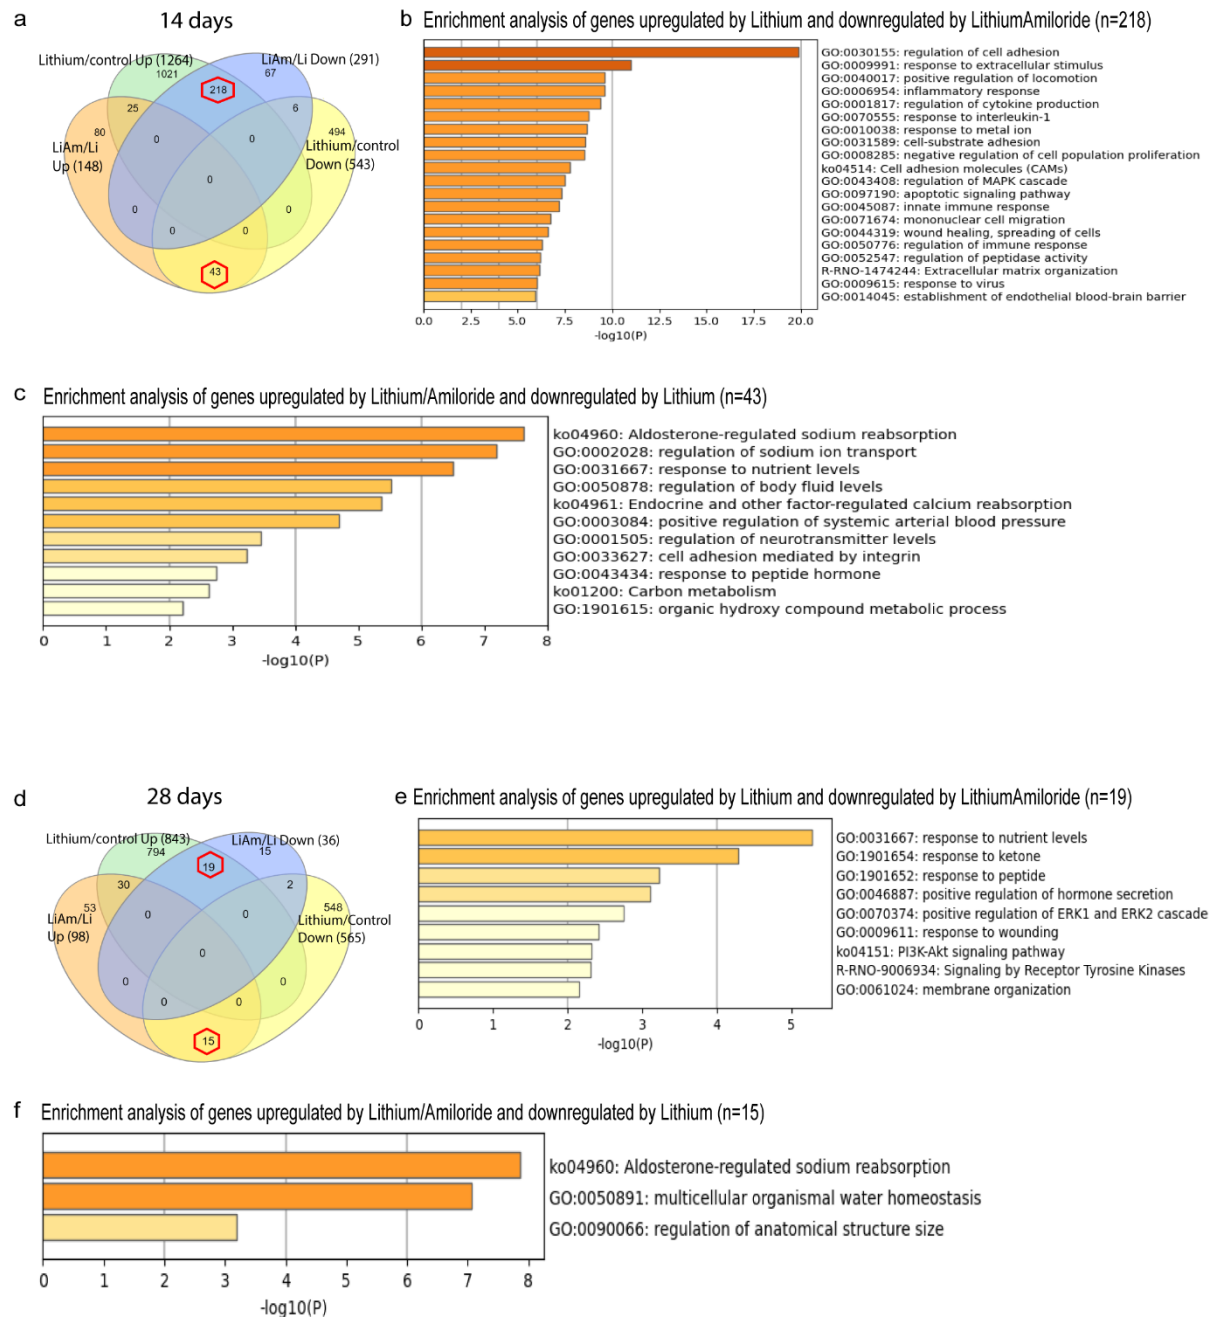

Supplementary Figure S4: Overrepresentation analysis of overlapping genes with FDR

(<0.05), log2FC threshold (± 0.5) at 14 and 28 days. a) Venn Diagram of 14 days: Total genes

in Li/Control (n=1087, increased n= 1264 and decreased n=543), LiAM/Li group (n=439, increased n= 148 and decreased n=291). **b, c)** Over representation of ontologies associated with statistically significant genes upregulated with lithium and downregulated with LithiumAmiloride at 14days (n=218) and 28 days (n=19), respectively. **e, f)** Over representation of ontologies associated with statistically significant genes upregulated with LithiumAmiloride and downregulated with Lithium at 14 days (n=43) and 28 days (n=15) respectively. **d)** Venn Diagram of 28 days: Total genes in Lithium/control (n=1408, increased n=843 and decreased n=565), LiAM/Li (n=134, increased n=98 and decreased n=36).

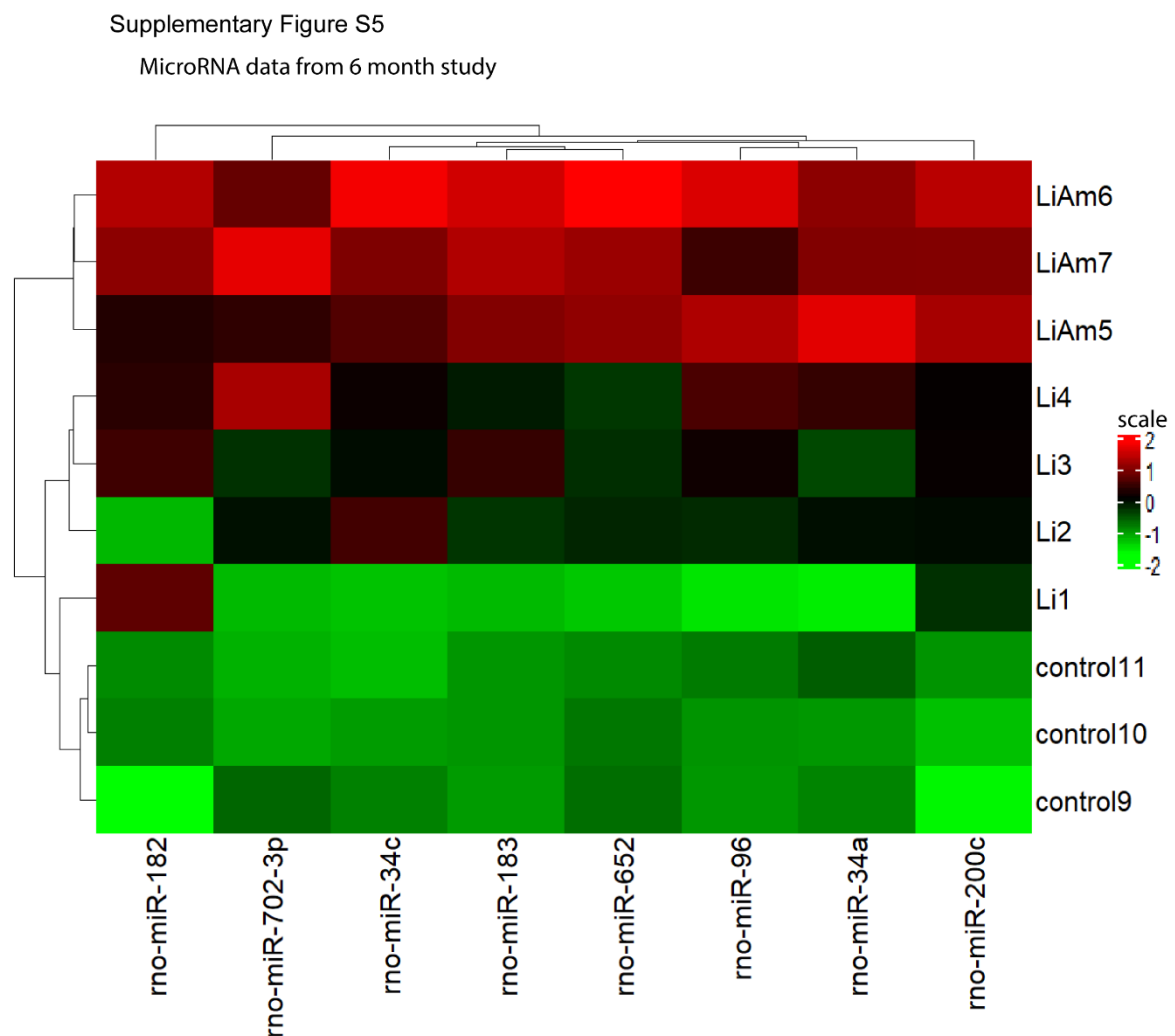

Supplementary Figure S5: MicroRNA expression data from 6 months study. Li, lithium; LiAm, lithium and amiloride and controls.

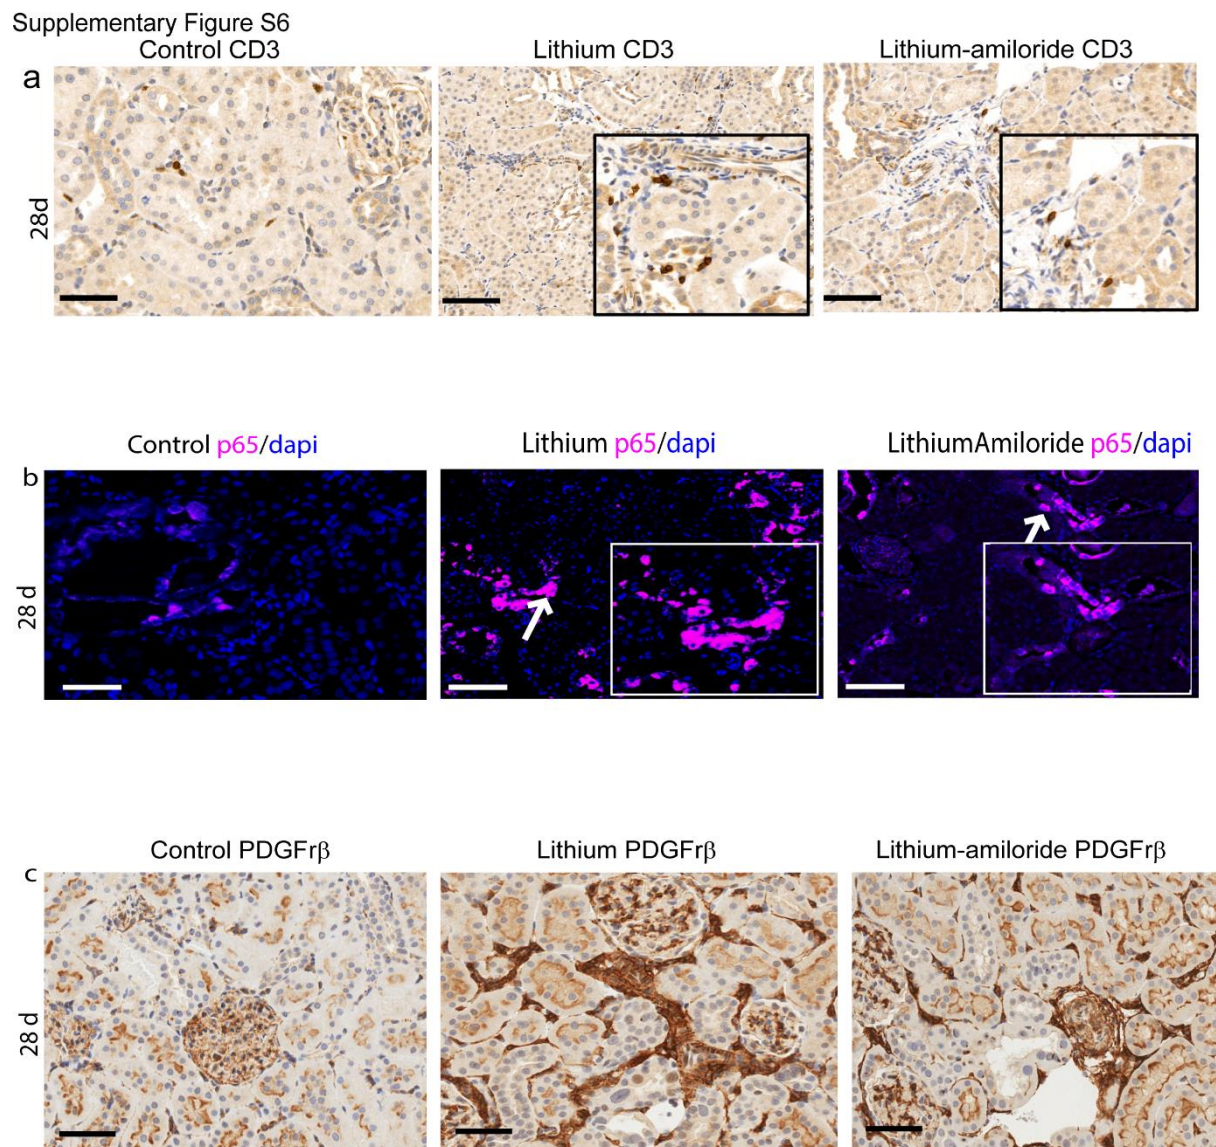

Supplementary Figure S6: Interstitial space and tubular epithelial cells labelled with a) CD3 , b) p65(NFκB) and c) PDGFrB cells at 28 days. Lithium samples had increased infiltration of CD3 positive cells and PDGFrB positive pericytes in the interstitium compared to LithiumAmiloride treated samples. PDGFrB positive pericyte activation at 28 days showss collagen-producing cells involved in the early stages of fibrosis. NF-kB/p65 positive tubular epithelial cells were increased in the lithium samples.

Supplementary Figure S7

a α SMA/dapi

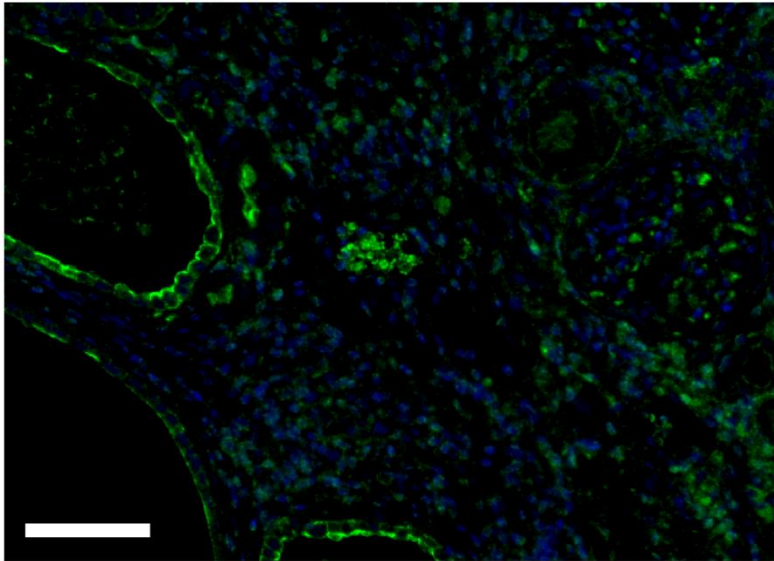

b PDGFRb/dapi

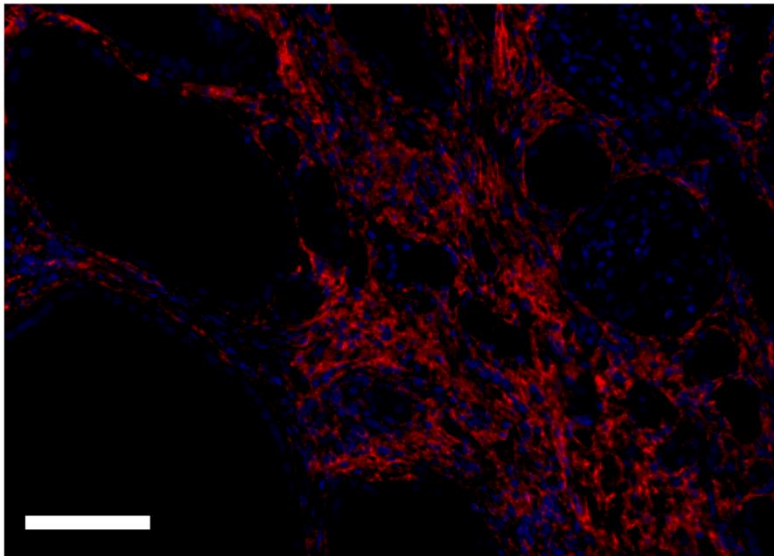

c α SMA/PDGFRb/dapi

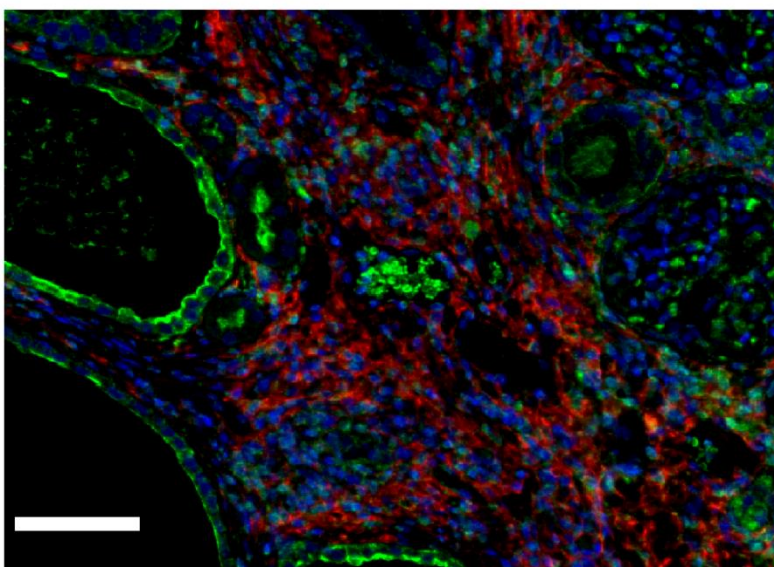

Supplementary Figure S7: Co-localization of α SMA and PDGFR β on lithium treated kidneys
at six months.

Supplementary Figure S8

PDGFR β /pAKT/dapi Lithium

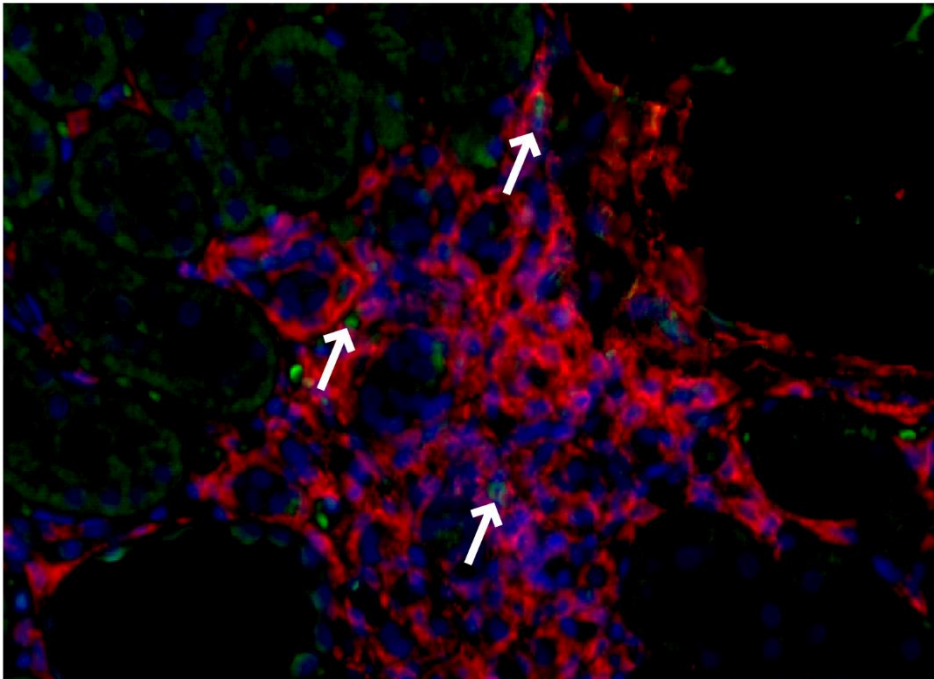

pAKT Lithium

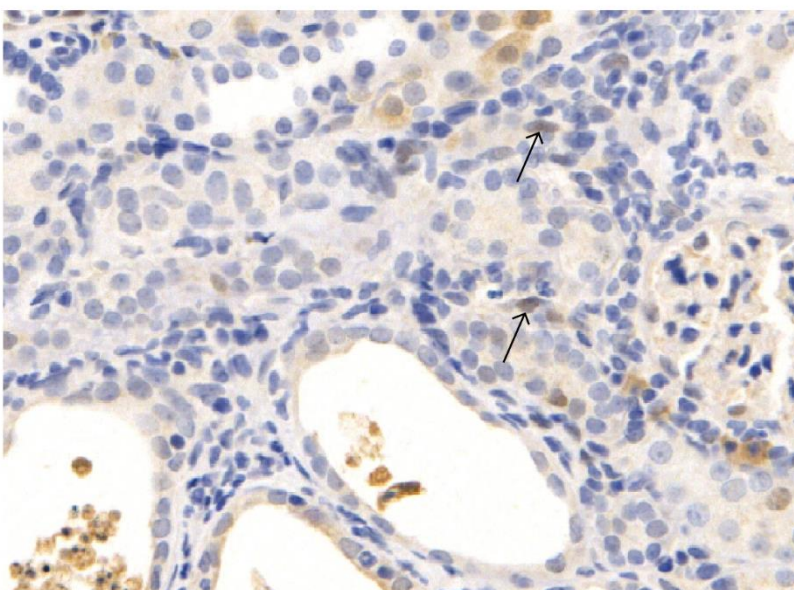

Supplementary Figure S8: Co-localization of pAKT and PDGFR β in the interstitium on lithium treated kidneys at six months

How the deposited data were processed for this re-analysis (not part of the article)

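Messenger RNA was measured by sequencing in the kidney cortex of rats of 3 studies, which ended after 14 days, 28 days and 6 months. Each study had a control, a lithium and a lithium-amiloride group. The deposited libraries number 47: 6, 6 and 6 at 14 days, 6, 6 and 5 at 28 days, and 4, 4 and 4 at 6 months, in the order control, lithium, lithium-amiloride. Each library was assigned to its group by the label of its column in the deposited count tables.

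The authors trimmed the reads with Cutadapt, aligned them to the rat genome Rnor 6.0 with HISAT2 and counted them per Ensembl gene with featureCounts. The notes of the deposit give version 0.2.6 of Cutadapt, 2.1.0 of HISAT2 and 2.0.0 of featureCounts, and the methods of the paper give other versions of Cutadapt and featureCounts. The count tables hold raw counts of reads for 32545 genes, without normalization. A further table per comparison lists genes from the authors' DESeq2 analysis. The authors computed the signal values of these tables (baseMean) as the mean over libraries of the counts divided by size factors. The authors estimated each log2 fold change and its standard error with DESeq2 from the raw counts. The authors computed the score (stat) as the DESeq2 Wald statistic. The authors took each p-value from the DESeq2 Wald test and adjusted it by Benjamini-Hochberg. These tables list the genes with an adjusted p under 0.05: 4126, 798 and 2741 genes at 14 days, 3119, 176 and 5397 at 28 days, and 2773, 849 and 2435 at 6 months, for lithium against control, lithium-amiloride against lithium and lithium-amiloride against control. They were used to find the libraries behind them and to give genes their symbols, and were not tested again. Reads, protein, urine and blood measurements were not analysed here.

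The libraries used at each time are those of the paper. The left-out set was found as the one whose gene means match the baseMean column, with a median relative difference of 6.28e-11 at 14 days (lithium-amiloride 2 left out), 6.7e-11 at 28 days (none left out) and 4.51e-11 at 6 months (the libraries labelled lithium 4 and lithium-amiloride 4 left out). At 6 months the authors' tables match the counts when the labelled control libraries are taken as lithium, the labelled lithium libraries as lithium-amiloride and the labelled lithium-amiloride libraries as control. The comparisons were first made with the labels as given. The values at the 6-month claims are printed for the groups of the authors' tables, with the labels beside them.

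Total counts were 10399818 to 15618395 per library at 14 days, 14779709 to 17554304 at 28 days and 21245870 to 25415685 at 6 months. In counts simulated from the spread of these libraries, genes given a 1.5-fold, 2-fold or 4-fold change were called in 56, 85.3 and 100% of cases at 14 days, 52, 90.7 and 98% at 28 days and 48, 82.7 and 94% at 6 months, and 0.029, 0.022 and 0.07% of the genes given no change were called. The simulated genes varied independently, without differences in tissue between libraries. The shares of false calls in the real counts are therefore not known from this.

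Differences were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood F test), with the 3 groups of a time in 1 fit. Genes tested were 14179 at 14 days, 14140 at 28 days, 14532 at 6 months and 15026 in the fit over all 3 times. A gene was called changed at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 0.5, the thresholds of the paper. Differences between times were tested as interactions in a fit over the libraries of all 3 studies. Levels are counts per 1000000 of TMM-scaled totals (CPM). Group means are scaled over the genes tested and the libraries compared, and values of single libraries over all genes and all deposited libraries, so the 2 differ slightly. Separation of groups was measured as the share of the variation between them over the 500 most variable genes after variance stabilization (DESeq2 1.42.0), with an exact permutation test. Genes called with opposite changes in lithium against control and lithium-amiloride against lithium were set against the number expected of independent lists and against the number found when the lithium libraries were divided between the comparisons, since shared libraries tie the 2 together.

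Gene lists were written from the paper and from general knowledge of the kidney. The paper reports on the same libraries, so lists that hold genes or pathways it names are not independent of them. They were tested with camera of limma 3.58.1 at a correlation of 0.01, and adjusted over the 37 lists. They include aldosterone-regulated sodium reabsorption, principal cell, intercalated cell, distal convoluted tubule and calcium reabsorption, thick ascending limb, proximal tubule, podocyte, endothelium, pericyte and smooth muscle, matrix and fibrosis, matrix metalloproteinases, tubular injury, T cell, B and plasma cell, macrophage and dendritic cell, neutrophil, antigen presentation, NF-κB pathway and targets, interferon response, complement and fibrinogen, S phase, G2 and M phase, Wnt pathway targets, Notch pathway, immediate-early response, heat shock, osmotic response, circadian clock, fatty acid oxidation, cholesterol synthesis, urothelium, adipose tissue, skeletal and heart muscle, adrenal cortex and red blood cell. Members of a list are counted where they carry a symbol and passed the filter. Counts of list members were also taken with p adjusted over the list alone and without the fold threshold, so both changes can add members.

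Genes were named by a rule with 3 parts: every gene the paper names, the matrix metalloproteinases and the genes circled in Figs. S2 and S3; per comparison, the 10 higher and 10 lower called genes with the largest change, with a mean of at least 1 on the log2 CPM scale and no overlap between the libraries of the groups; and of each list up to 4 members in each direction with the smallest adjusted p. The values of the genes in the first part had been seen in the paper. Symbols were joined from the authors' tables of genes with an adjusted p under 0.05, and cover 9237 of the genes. Camera compared genes with a symbol only. List members that passed in none of those tables are not counted, which raises the shares of members called. *Ctnnb1* and the metalloproteinases *Mmp3*, *Mmp10*, *Mmp13*, *Mmp16*, *Mmp24* and *Mmp25* carry no symbol here. None of the authors' tables lists them by these names, and no value was taken for them. Genes of the adipose tissue list at the libraries that differ there were named after their values were seen.

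The alternatives tried were size factors by median of ratios, DESeq2, limma-voom, no filter on low counts, at least 10 counts in every library, adjusted p alone, an absolute log2 fold change of at least 1, all deposited libraries, the same with quality weights, only the libraries of the 2 groups compared, the replicate number as a block, each library left out in turn, the lithium libraries divided between the comparisons, camera with an estimated correlation, fry, 200 or 1000 genes for the separation, and log2 CPM in place of variance stabilization. Added after seeing the data were the 6-month groups of the authors' tables, the 13 mitochondrial genes left out, and 28 days without control 1 and lithium 1. Other splits of the libraries into groups of the same sizes were fitted in the same way, 100 drawn where there were more.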

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

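The tests of the 6-month labels, of control 1 at 28 days and of the adipose transcripts, and the 6-month groups of the authors' tables, were chosen only after the results were seen.

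The direct comparison of lithium-amiloride with control gave 1179 genes at 14 days and 2349 at 28 days by edgeR. At 14 days *Krt18* had a log2 fold change of 4.67 (standard error 0.24, adjusted p = 1.33e-10). At 28 days the matricellular protein *Ccn3* had 5.02 (standard error 0.30, adjusted p = 5.11e-09). Among 100 splits of the libraries the highest other counts were 830 and 1590, and chance can be excluded for the count at 28 days. At 14 days lithium-amiloride 2, which did not cluster with its group, had been left out, so the splits cannot decide. With it put back the count was 1182, and no splits were run.

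The change with lithium against control differed between 14 and 28 days in 1188 genes by a test of the difference (edgeR interaction). Of 100 splits 4, the real one included, gave as many. The splits regroup the treatment within each time, so they cannot decide whether a difference between times arose by chance. The highest other split gave 2446 genes, which may reflect a structure of the libraries. That split left 1 of 6 lithium libraries in its group at 14 days and 5 of 6 at 28 days, so the treatment itself is part of what it compares, though over the splits the count followed such unequal shares weakly (rank correlation 0.187). With the labels as given, the change with lithium differed between 28 days and 6 months in 1072 genes (highest other split 335) and between 14 days and 6 months in 2528 (31). The change with lithium-amiloride against lithium differed in 2357 genes between 28 days and 6 months (highest other split 1871) and in 1388 between 14 days and 6 months (872). No other split drawn reached these 4 counts. This speaks of the treatment as a whole and not of the difference between times alone. With the 6-month groups of the authors' tables the change with lithium differed in 30 genes between 28 days and 6 months and in 182 between 14 days and 6 months. Of 100 splits 4 and 2, the real one included, gave as many, which again cannot decide on chance. Other splits gave up to 1872 and 1182 genes, several times as many. These 2 splits also divided the treatment unequally, with 4 of 6 lithium libraries left in their group at 28 days and 1 of 4 at 6 months in the first, and 3 of 6 at 14 days and 4 of 4 at 6 months in the second (rank correlations over the splits 0.271 and 0.329). By DESeq2 the 2 counts were 171 and 346, and with all deposited libraries 195 and 1105. In this grouping the change with lithium-amiloride against lithium differed in 2 genes between 28 days and 6 months (highest other split 6). It differed in 11 between 14 days and 6 months (21). Of 100 splits 19 and 2, the real one included, gave as many, and chance is not excluded for either.

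At 6 months the comparisons made with the labels run against the authors' deposited tables. A label that names another group than the one the authors compared is a candidate explanation, and of the 6 ways to assign the 3 labels to the tables' groups, 1 gave the tables' log2 fold changes back to a median difference of at most 1.13e-07, against 0.958 as labelled. With the labels right, the biological alternative is a lithium response at 6 months that runs against that at 14 days, and the log2 fold changes with lithium at the 2 times had a correlation over genes, which are not independent replicates, of -0.129 as labelled and 0.635 with the tables' groups. This alternative is argued against, since over the genes that lithium changed at 14 days the labelled controls, untreated if the labels are right, stood 138 to 181% of the way from control to lithium at 28 days (lithium libraries there 82.3 to 120%, controls -4.91 to 14.6%), and those labelled lithium 132 to 161%. The libraries labelled lithium-amiloride, the tables' controls, stood at 44.9 to 68.4%, also above the 28-day controls, and age was not tested apart from treatment.

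In control 1 at 28 days 18.2% of the counts fell in mitochondrial genes, against 31.1 to 33% in the other 5 controls, and its mean distance to them was 22.4 (15 to 17.3 among them), with *Foxi1* at 38.6 CPM against 18.4 to 25.1 CPM. A lithium-treated rat is argued against, since control 1 stood 14.6% of the way from the other controls to lithium over the genes that lithium changed at 14 days (82.3 to 120% in the lithium libraries, -4.91 to 4.11% in the other controls). A piece of cortex with more distal tubule and collecting duct may account for its *Foxi1* level. Control 1 was higher than the other controls by a list median of 1.14 (log2) for intercalated cells, 0.82 for the distal convoluted tubule, 0.82 for the thick ascending limb and 0.717 for principal cells. It was lower for podocytes (-0.46) and pericytes (-0.86), though macrophage and dendritic cell genes, which mark no tubule segment, were also higher by 0.791. Whether such a piece would have a lower mitochondrial share was not tested. No biological explanation was tested, as the design gives none for 1 control. The mitochondrial share of control 1 lay within that of the 14-day controls (13.9 to 21.2%) and of the 28-day lithium libraries (14.5 to 24.3%). By this share the other 5 controls stand apart. Whether those 5 share a feature that enters the 28-day comparisons was not tested. Without control 1 lithium changed 1889 genes and lithium-amiloride against lithium 104.

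The adipose tissue list stood apart in lithium-amiloride 2 at 14 days (mean log2 CPM 8.56, against 1.45 to 2.05 in the other 5 of its group) and in lithium 1 at 28 days (5.34, against 1.02 to 1.96). A response to the treatment is argued against, since 0 of the other libraries of either group lay above the highest control (2.46 at 14 days, 2.32 at 28 days). Adipose tissue in the piece may account for it, with all 5 members higher and a median of 7.37 (log2) in the first library and 3.59 in the second. In the first *Scd* reached 2420 CPM (at most 1.59 in the others), *Fabp4* 1060 CPM (at most 6.18), *Plin1* 361 CPM (at most 0.265) and *Adipoq* 295 CPM, a gene that the other libraries also hold at 11.5 to 18.9 CPM; in the second *Scd* reached 981 CPM and *Fabp4* 93.6 CPM. The mean distance of the first to its group was 40.1 (16.9 to 18.6 among the others), its adrenal cortex list stood at 0.80 (-0.78 to -0.19), and the paper left it out.

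Other libraries stood apart from the rest of their group by Dixon's test, which over the 162 groups tested marked 22; chance marks about 1 in 20. *Foxi1*, a regulator of intercalated cells, stood at 54.3 CPM in the library labelled lithium 4 at 6 months (42.6 to 44.4 CPM in the other 3) and at 59.8 CPM in that labelled lithium-amiloride 4 (27.6 to 32.5 CPM). The latter also had 16853 genes with a count (17462 to 17580), a mean distance of 53 (30 to 32.3) and a neutrophil list at -1.25 (0.26 to 0.41), and the paper left both libraries out. *Cdkn1a* was 58 CPM in lithium-amiloride 1 at 28 days (86.4 to 95.6 CPM), and *Fos* 5.97 CPM in control 2 at 28 days (0.598 to 1.71 CPM). Of the lists (mean log2 CPM), podocyte stood at 6.05 in control 2 at 14 days (5.57 to 5.75), urothelium at 1.26 in lithium 2 at 14 days (-0.52 to 0.0045), red blood cell at 5.01 in lithium 3 at 14 days (3.57 to 4.05), and B and plasma cell at 0.44 in lithium 2 at 28 days (0.82 to 1.03). Control 4 at 14 days had total counts of 10399818 (13108556 to 13621790) and 16737 genes with a count (17132 to 17307), lithium-amiloride 6 at 14 days had 17583 genes (17441 to 17475), and control 2 at 14 days a mean distance of 14.1 (11.5 to 12.2). These were not weighed further.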

How the results depend on the processing

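Chosen only after the results were seen were 3 alternatives: the 6-month groups of the authors' tables, the mitochondrial genes left out, and 28 days without control 1 and lithium 1.

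The named genes gave 841 results. By DESeq2 4 lost a call, 22 gained one and 0 changed direction. By direction and side of the threshold, 807 were the same by limma-voom, 836 with median-of-ratios size factors and 832 with no filter. With at least 10 counts in every library 694 of 698 were, and with only the 2 groups compared 793 of 830. With the mitochondrial genes left out 839 were, and with the replicate number as a block 768, where 66 calls were lost and 7 gained. With all deposited libraries 508 of 571 were, 59 calls were lost and 2 gained. With quality weights 793 were, and without control 1 and lithium 1 251 of 267. Leaving out 1 library at a time gave 12356 values, of which 11811 were the same, 470 lost a call, 75 gained one and 0 changed direction. Of the genes only 2 values changed direction, both with all deposited libraries: *Scd* in lithium-amiloride against control at 14 days, at 6.59 (adjusted p = 0.0191), and *Sgk1* in labelled lithium-amiloride against labelled lithium at 6 months, at 0.149 (adjusted p = 0.837). The first comes from the library put back; for the second the cause was not tested.

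Of 333 list results, 333 were the same with median-of-ratios size factors, 318 by limma-voom, 323 with the block, 312 with quality weights and 264 by fry. With an estimated correlation 91 camera calls were lost and 0 gained. Leaving out 1 library changed 94 values to not called and 57 to called, of 4884.

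Counts of genes follow the thresholds by construction. By adjusted p alone lithium against control gave 3967 genes at 14 days and 2758 at 28 days, and lithium-amiloride against control 2519 and 5322. At 6 months labelled lithium-amiloride against labelled lithium gave 2004 and against labelled control 2417. These are the tables' lithium-amiloride against control (2004) and lithium against control (2417). Genes lower with lithium and then higher were 88 at 14 days, 27 at 6 months by the labels and 38 in the tables' groups. At an absolute log2 fold change of at least 1 the 14-day counts were 676 with lithium, 130 with lithium-amiloride against lithium and 479 against control, with opposite changes in 74 and 15. At 28 days 441 and 751 remained for lithium and lithium-amiloride against control. At 6 months the labels gave 106, 504 and 441, with 51 and 4 opposite, and the tables' groups 441, 106 and 504, with 23 and 11.

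With at least 10 counts in every library, where fewer genes are tested, genes higher and then lower were 108 at 14 days and 4 at 28 days. In the tables' groups differences in lithium-amiloride against lithium were 0 between 28 days and 6 months by edgeR (873 at an unadjusted p under 0.05; 19 by DESeq2 and 1 by limma-voom with the usual filter) and 5 between 14 days and 6 months. With the lithium libraries divided between the comparisons, opposite changes were 108.5 and 19 at 14 days, 5 and 3 at 28 days and 20 and 10.5 in the tables' groups at 6 months (medians over the divisions). Fewer libraries stand in each comparison there.

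DESeq2 gave more calls where groups differ little, and the cause was not tested. At 28 days it gave 136 genes for lithium-amiloride against lithium, with 19 and 15 opposite changes. At 6 months it gave 489 for labelled lithium against labelled control, which is lithium-amiloride against lithium in the tables' groups. Lower and then higher were 35 by the labels, and opposite changes 87 and 37 in the tables' groups. Differences between 14 and 28 days in lithium-amiloride against lithium were 5. In the tables' groups the differences from 6 months were 19 (28 days) and 45 (14 days) for this change, and 171 and 346 for lithium against control. By limma-voom the former were 1 and 19. With no filter the difference in lithium against control between 28 days and 6 months was 18 in the tables' groups.

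With all deposited libraries the cause of the changes was not tested. At 6 months labelled lithium gave 111 genes against labelled control and labelled lithium-amiloride 661, with 72 and 3 opposite changes. In the tables' groups these are 661 with lithium and 111 with lithium-amiloride against lithium, with 14 and 11. Differences between times in lithium-amiloride against lithium were 7 (14 and 28 days), 3768 (28 days and 6 months by the labels), 2452 (14 days and 6 months by the labels) and 30 (14 days and 6 months in the tables' groups). In lithium against control they were 338 (14 and 28 days), and 195 (28 days) and 1105 (14 days) from 6 months in the tables' groups. Calls shared between 6 months and 14 days were 29 by the labels and 359 in the tables' groups. The separation of labelled lithium-amiloride from labelled lithium took up 33.9% of the variation (exact permutation p = 0.0286). With 3 against 3 libraries no p under 0.1 can be had.

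With quality weights on all deposited libraries lithium gave 1931 genes at 28 days and lithium-amiloride against lithium 144, with 15 higher and then lower. At 6 months labelled lithium against labelled control gave 808, with 310 and 76 opposite changes by the labels and 149 and 43 in the tables' groups. By the labels the differences from 6 months in lithium-amiloride against lithium were 3584 (28 days) and 2432 (14 days). Those in lithium against control were 2270 and 4025, and 3646 between 14 and 28 days. In the tables' groups they were 229 (14 days) for lithium-amiloride against lithium, and 1355 (28 days) and 684 (14 days) for lithium. Calls shared with 14 days were 139 by the labels. The cause was not tested.

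With the replicate number as a block 6 months gave 84 genes for labelled lithium and 627 for labelled lithium-amiloride against labelled control, with 49 and 3 opposite changes, and 19 and 11 in the tables' groups. With only the 2 groups compared, 8 genes were lower and then higher by the labels. Without control 1 and lithium 1, an alternative chosen after seeing the data, lithium gave 1958 genes at 28 days. The causes were not tested. The groups of the authors' tables put other libraries in each 6-month group and gave 1095 genes with lithium and 289 with lithium-amiloride against lithium, with 47 higher and then lower. Differences from 6 months were then 2 (28 days) and 11 (14 days) for lithium-amiloride against lithium and 30 and 182 for lithium, and calls shared with 14 days 567, against 75 by the labels.

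Leaving out 1 library at a time gave 1581 to 1803 genes with lithium and 1054 to 1200 with lithium-amiloride against control at 14 days. Lithium-amiloride against lithium ranged from 205 (without lithium-amiloride 5) to 358 (without lithium 4) there, with 112 to 180 genes higher and then lower, and 22 (without lithium-amiloride 4) to 47 (without control 2) the other way. At 28 days the ranges were 942 (without lithium 4) to 1889 (without control 1), 44 (without lithium 6) to 104 (without control 1) and 1961 to 2990, with opposite changes in 4 to 11 and 6 to 13. At 6 months the labels gave 104 (without labelled lithium 2) to 615 (without labelled control 1), 760 to 1310 and 689 (without labelled lithium-amiloride 1) to 1102, with opposite changes in 66 to 266 and 0 (without labelled lithium 3) to 53. In the tables' groups opposite changes were 17 to 102 and 11 to 43.

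Depth and number limit small changes: of simulated 1.5-fold changes 56% were called at 14 days and 48% at 6 months, and of 4-fold changes 100% and 94%. The simulated libraries did not differ in tissue, as some of the real ones appear to.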

Differences from the paper's values

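The 6-month groups of the authors' tables, and the count of the tables' genes that edgeR calls, were chosen only after the values were seen.

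For genes with opposite changes at 28 days the paper gives 19 higher with lithium and lower with lithium-amiloride, against 9 here, and 15 lower and then higher, against 9 here. Of the alternatives set before the data were examined, 2 of 28 lie within a factor of 1.5 of the paper's 19 (DESeq2, which gave 19, and all deposited libraries with quality weights), and the other settings, from 4, do not. For the paper's 15, 9 of 28 do: DESeq2, which gave 15, size factors by median of ratios, the quality weights, adjusted p alone, and the fits without control 1, 2 or 4 or lithium 1 or 2. For lithium-amiloride against lithium at 28 days the paper gives 98 genes higher and 36 lower, against 48 and 14 here. Within the factor are DESeq2 and the quality weights for both, and without control 1 for the higher genes, and the other settings are not (3 and 2 of 27 settings). The authors' table, at the thresholds of the paper, holds the 98 and 36 genes, of which 48 and 14 are called here.

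At 6 months the paper gives 83 genes higher with lithium and lower with lithium-amiloride, against 168 here with the labels as given, and 35 lower and then higher, against 15. Of 21 settings 7 come within the factor for the first (all deposited libraries, and the fits without labelled control 2, 3 or 4 or labelled lithium 1, 2 or 3) and 2 for the second (DESeq2, which gave 35, and adjusted p alone), and the others do not. None of the paper's 83 and 35 genes is among those called with the labels, which the 2 groupings fix in advance. In the tables' groups the 83 are lower in labelled lithium than in labelled control, where the label overlap needs them higher. For the 35 it is the reverse. The groups of the authors' tables, chosen after seeing the values, gave 47 and 21 genes, and drop 39 of the paper's 83 and 16 of its 35.

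For lithium against control at 6 months the paper has about 750 genes higher and about 340 lower in Fig. 1e, read by eye, against 202 and 87 here with the labels. For the first 0 of 21 settings come within the factor, and for the second 2 (quality weights, and without labelled control 1). The groups of the authors' tables, chosen after seeing the values, give 790 and 305 genes and drop 66 of the 745 higher and 65 of the 342 lower genes in the authors' table. For lithium-amiloride against control the paper gives 838 higher and 386 lower, against 305 and 790 here with the labels. Adjusted p alone comes within the factor for the first, and for the second all deposited libraries, the replicate block, without labelled lithium-amiloride 1, and an absolute log2 fold change of at least 1, and the other settings of 21 do not. The groups of the tables, chosen after seeing the values, give 838 and 292 genes and drop 67 of the paper's 838 and 121 of its 386. For lithium-amiloride against lithium the paper has about 180 genes lower in Fig. 1e, read by eye, against 838 here with the labels and 0 of 21 alternatives within the factor. The groups of the tables, chosen after seeing the values, give 87, still under the paper's value, and drop 100 of the 184 genes in the authors' table.

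With lithium at 6 months the paper gives log2 fold changes of 1.25 for *Cdkn1a*, 1.05 for *Foxi1* and 0.63 for *Jag1*, against 0.94, -0.53 and -0.50 here with the labels, and a decrease of *Jag1* by 0.49 with lithium-amiloride against lithium, here by 0.15. All deposited libraries and the quality weights come within the error for *Cdkn1a*, and the other alternatives of 19 do not; for *Foxi1* and for both values of *Jag1* 0 of 19 do. The groups of the authors' tables, chosen after seeing the values, give 1.27, 1.07 and 0.65, and a decrease of *Jag1* by 0.50, and drop none of these 4 calls.

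The paper lists *Pdgfrb* among the genes lowered by lithium-amiloride at 6 months. In the tables' groups its adjusted p was 0.0725 by edgeR, 0.00566 by DESeq2 and 0.00793 without labelled control 1. The paper also lists *Myc* and *Angptl4*, which edgeR did not call there and DESeq2 did (adjusted p = 0.0281 and 0.0251), and *Dll1*, which was called without labelled control 1. It names metalloproteinase genes among those lowered at both times, and at 6 months in the tables' groups *Mmp12* had a log2 fold change of -0.0801 (adjusted p = 0.94 by edgeR and 0.965 by DESeq2), while at 14 days it was lower by edgeR. *Havcr1* with lithium-amiloride at 28 days had an adjusted p of 0.0998 by edgeR and 0.00904 by DESeq2.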

Other observations

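Only the tests with the 6-month groups of the authors' tables were chosen after the results were seen. Against control, 715 genes were higher and 464 lower after 14 days of lithium-amiloride (edgeR). The cell cycle inhibitor *Cdkn1a* had a log2 fold change of 4.13 (standard error 0.12, adjusted p = 3.57e-14). Tubular injury genes rose in 6 of 16 and fell in 2 (adjusted p = 7.99e-09 by camera, 0.0381 with an estimated correlation). The water channel *Aqp4* had 4.44 (standard error 0.18) and the gelatinase *Mmp2* 1.88 (standard error 0.0956). Red blood cell genes fell in 6 of 7 (median -2.06, adjusted p = 8.6e-06, 0.426 estimated). Immediate-early genes rose in 7 of 20, and in 8 with lithium-amiloride 2 put back (adjusted p = 0.00122, 0.515 estimated). NF-κB genes rose in 6 of 23, and in 7 with it put back (adjusted p = 0.00193, 0.642 estimated).

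After 28 days of lithium-amiloride 1389 genes were higher and 960 lower than in control. *Cdkn1a* had 3.69 (standard error 0.18, adjusted p = 4.91e-10) and *Krt19* 4.28 (standard error 0.30, adjusted p = 2.84e-08). *Cyp24a1*, which breaks down active vitamin D, had -2.43 (standard error 0.42, adjusted p = 0.00048). Macrophage genes rose in 10 of 14 (adjusted p = 0.00825 by camera, 0.699 estimated), with the elastase *Mmp12* at 2.98 (standard error 0.50). Endothelium genes fell in 6 of 10 (median -0.54, adjusted p = 0.000755, 0.699 estimated). Podocyte genes fell in 5 of 8 and pericyte genes in 5 of 11 (adjusted p = 0.00856 and 0.0104, both 0.699 estimated). Untreated control 1 differed from the other 28-day controls in the same directions. Its list medians were 0.791 for macrophage, -0.422 for endothelium, -0.456 for podocyte and -0.855 for pericyte genes. In the thick ascending limb 5 of 8 rose (median 0.87, adjusted p = 0.146, and 0.0464 without control 1), among them the sodium transporter *Slc12a1* at 1.11 (standard error 0.27) and *Umod* at 0.85 (standard error 0.21). Cholesterol synthesis genes rose in 5 of 12, led by *Cyp51* at 0.99 (standard error 0.15). That list's adjusted p of 0.0204 (0.699 estimated) rose to 0.0579 and 0.0603 without lithium-amiloride 1 or 2. *Mmp9* had -1.12 (standard error 0.26) and *Mmp23* -0.89 (standard error 0.18).

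Lithium for 14 days moved single genes of several further lists. In the proximal tubule 2 of 16 rose and 2 fell (adjusted p = 0.646 by camera): the gluconeogenic *Pck1* had 1.64 (standard error 0.16, adjusted p = 7.19e-07), *Cyp2e1* 1.02 (standard error 0.13) and the inositol oxygenase *Miox* -0.86 (standard error 0.12). Among 11 clock genes 1 rose, *Nr1d1* at 0.90 (standard error 0.17), and 2 fell, with *Hlf* at -0.73 (standard error 0.16; list 0.649). Heat shock genes rose in 2 of 9 (0.646), with *Hspa1a* at 2.43 (standard error 0.48). Of 3 muscle genes 2 rose and 1 fell (0.422), with the skeletal actin *Acta1* at 4.20 (standard error 0.51). *Acta1* had -2.67 (standard error 0.42) with lithium-amiloride against lithium. Of 3 adrenal cortex genes 2 rose (0.246), with the steroid enzyme *Cyp11a1* at 1.93 (standard error 0.31). Matrix metalloproteinases rose in 3 of 10 (0.0666, and 0.0422 without lithium 5). Cholesterol synthesis rose in 1 of 12 (0.291) and urothelium in 1 of 2 (0.619). By edgeR 0 of 6 osmotic response and 0 of 2 neutrophil genes were called (0.543 and 0.793). Fatty acid oxidation had 1 of 13 higher, but 9 lower adjusted over the list alone (0.0334, 0.395 estimated, 0.372 with lithium-amiloride 2 put back). That value was 0.0844 and 0.056 without lithium 3 or 6. 

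At 28 days lithium raised 2 and lowered 1 of 16 proximal tubule genes (adjusted p = 0.856 by camera), with *Pck1* at 0.66 (standard error 0.17) and *Miox* at -0.69 (standard error 0.0974). Cholesterol synthesis genes rose in 3 of 12 (0.0292, 0.606 estimated), with *Cyp51* at 0.75 (standard error 0.14). That list's call was lost without lithium 1 or 3 (0.063 and 0.0516). Matrix metalloproteinases rose in 3 of 10 and fell in 1 (0.417), with *Mmp2* at 1.25 (standard error 0.18). The counts higher and lower were 4 and 0 of 8 in the thick ascending limb (0.0869, and 0.0232 without control 1), 1 and 0 of 9 in heat shock (0.317) and 1 and 0 of 6 in osmotic response (0.265). They were 1 and 0 of 11 in the clock (0.883), 1 and 0 of 13 in fatty acid oxidation (0.54) and 1 and 0 of 2 in urothelium (0.408). They were 0 and 1 of 2 in muscle (0.731), 0 and 0 of 3 in adrenal cortex (0.408) and 0 and 0 of 2 in neutrophil (0.535).

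At 6 months, in the tables' lithium against control (labelled control, n = 4, against labelled lithium-amiloride, n = 3), *Mmp2* had 1.76 (standard error 0.14) and *Cyp11a1* 1.59 (standard error 0.26, adjusted p = 0.0035). Metalloproteinase genes rose in 3 of 10 and fell in 1 (adjusted p = 0.28 by camera), and in 2 and 0 with all 12 libraries. Proximal tubule genes rose in 2 of 16 and fell in 1 (0.687), and in 1 and 1 with all 12. By edgeR 0 of 12 cholesterol synthesis genes were called (0.86).

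Other splits of the libraries into groups of the same sizes were compared with the real counts of genes changed. At 14 days lithium against control gave 1718 genes (highest other split 616) and lithium-amiloride against lithium 311 (161). At 28 days these were 1283 (980) and 62 (3). Genes higher with lithium and then lower numbered 165 at 14 days (24) and 9 at 28 days (1), and those lower and then higher 36 (13) and 9 (0). Chance can be excluded for lithium against control at 14 and 28 days and for lithium-amiloride against lithium at 28 days. At 14 days a lithium-amiloride library that did not cluster had been left out, so the splits cannot decide on the 311 genes. For the opposite changes the splits mixed lithium with lithium-amiloride libraries and called fewer genes between them. At 28 days that was at most 3, so an overlap of 9 could not arise. These splits therefore cannot decide whether the reversal arose by chance. At 6 months, with the labels, lithium against control gave 289 genes against up to 422 in another split, and chance cannot be excluded. These are the lithium-amiloride against lithium calls of the tables' groups. Lithium-amiloride against control gave 1095 (9). The paper had left out labelled lithium-amiloride 4 because it did not cluster with its group, so these splits cannot exclude chance. With all 12 libraries, for which no splits were run, the count was 661. For lithium-amiloride against lithium (1130 genes, highest other 1) and the opposite changes (168 and 15, highest others 1 and 0) the 10 splits are too few for a share under 0.05. With the tables' groups the opposite changes, 47 and 21 genes, stood against up to 146 and 62 in other splits, and chance cannot be excluded. The calls shared between 6 months and 14 days, 75 with the labels and 567 in the tables' groups, stood against 0 in other splits, which says little where splits call few genes. With the labels 22 of the higher and 47 of the lower genes of 6 months ran the opposite way at 14 days. The change with lithium-amiloride against lithium differed between 14 and 28 days in 0 genes by edgeR and limma-voom (1431 and 1423 at an unadjusted p under 0.05) and in 5 by DESeq2. Other splits, of which all 100 reached the edgeR count, gave up to 36.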
